# Behavior Training Reverses Asymmetry in Hippocampal Transcriptome of the *Ca_v_3.2* Knockout Mice

**DOI:** 10.1371/journal.pone.0118832

**Published:** 2015-03-13

**Authors:** Ni-Chun Chung, Ying-Hsueh Huang, Chuan-Hsiung Chang, James C. Liao, Chih-Hsien Yang, Chien-Chang Chen, Ingrid Y. Liu

## Abstract

Homozygous *Ca_v_3.2* knockout mice, which are defective in the pore-forming subunit of a low voltage activated T-type calcium channel, have been documented to show impaired maintenance of late-phase long-term potentiation (L-LTP) and defective retrieval of context-associated fear memory. To investigate the role of *Ca_v_3.2* in global gene expression, we performed a microarray transcriptome study on the hippocampi of the *Ca_v_3.2^-/-^* mice and their wild-type littermates, either naïve (untrained) or trace fear conditioned. We found a significant left-right asymmetric effect on the hippocampal transcriptome caused by the *Ca_v_3.2* knockout. Between the naive *Ca_v_3.2^-/-^* and the naive wild-type mice, 3522 differentially expressed genes (DEGs) were found in the left hippocampus, but only 4 DEGs were found in the right hippocampus. Remarkably, the effect of *Ca_v_3.2* knockout was partially reversed by trace fear conditioning. The number of DEGs in the left hippocampus was reduced to 6 in the *Ca_v_3.2* knockout mice after trace fear conditioning, compared with the wild-type naïve mice. To our knowledge, these results demonstrate for the first time the asymmetric effects of the *Ca_v_3.2* and its partial reversal by behavior training on the hippocampal transcriptome.

## Introduction

The *Ca*_*v*_ *3*.*2* (*Cacna1h*) gene encodes the pore-forming subunit of the low voltage activated *α*_*1H*_ T-type calcium channel [1], which is highly expressed in the hippocampal formation and has been implicated in a variety of physiological processes [2–4]. The neuronal *α*_*1H*_ T-type calcium channel can generate low-threshold spikes that lead to burst firing and oscillatory behavior [5–7]. Alterations in these oscillations have been found in a wide range of neurological disorders including schizophrenia [8,9], Parkinson’s disease [10,11], and chronic atypical absence seizures [12]. Mutations in the human *Ca*_*v*_ *3*.*2* homologue, *Cacna1H*, that enhance channel activity have been associated with childhood absence epilepsy [13–17], whereas mutations that disrupt channel function have been associated with autism spectrum disorders [18]. These findings suggest a critical role of the *Ca*_*v*_ *3*.*2* in the central nervous system (CNS).

The *Ca*_*v*_ *3*.*2* gene also plays an important role in memory formation. We have reported that the *Ca*_*v*_ *3*.*2* ^*-/-*^ knockout mice (*Cacna1h* ^*tm1Kcam*^) are impaired in maintenance of late-phase long-term potentiation (L-LTP) and in retrieval of hippocampal-dependent contextual memory, while their locomotion function and ability of learning spatial cues are normal [19]. To further probe the effects of the *Ca*_*v*_ *3*.*2* gene loss on global gene expression patterns, here we performed a microarray analysis to establish the hippocampal gene expression profiles of the naïve and trace fear conditioned *Ca*_*v*_ *3*.*2* ^*-/-*^ mice and their WT littermates. In particular, we wished to determine the interaction between the *Ca*_*v*_ *3*.*2* and behavior training such as trace fear conditioning (TFC). Since gene expression patterns in the left and right hippocampi have been shown to differ in developing rats [20] and in rats subjected to hidden platform test of Morris water maze [21], we dissected bilateral hippocampi separately for microarray analysis.

We found that the *Ca*_*v*_ *3*.*2* ^*-/-*^ knockout exhibited a significant left-right asymmetric effect on hippocampal gene expression. This effect confirmed known asymmetric functions of left and right hippocampi [22] at the molecular level. Remarkably, behavior training using the TFC protocol largely reversed the effect of the *Ca*_*v*_ *3*.*2* gene knockout. This finding suggests that behavior training may partially and at least transiently compensate effects of the gene knockout. To our knowledge, this is the first report of behavior training reversing the effect of a gene knockout on global gene expression pattern in the hippocampi.

## Materials and Methods

### Ethics statement

All protocols used in this study have been reviewed and approved by Institutional Animal Care and Use Committee of Tzu Chi University (Approval ID 95130) and complied with “Guidelines for Ethical Treatment of Animals” provided by Taiwan’s Ministry of Science and Technology.

### Animals

C57BL/6J WT, male mice, originally provided from Taiwan’s Ministry of Science and Technology, were purchased and maintained undisturbed in the laboratory animal center of Tzu Chi University until the behavioral tasks were performed. The *Ca*_*v*_ *3*.*2* ^*-/-*^ mice were generated and genotyped as described previously [23]. The heterozygous (*Ca*_*v*_ *3*.*2* ^*+/-*^) mice have been bred to C57/BL6 background for 7 generations. Amplification of exon 6 was performed using PCR to genotype the individual mice before behavioral training. Animals were housed individually in plastic and metal cages with *ad libitum* access to food and water under a constant 12hr light/dark cycle. All experiments were performed in a blinded manner. Hippocampal RNA extraction from three pairs of hippocampi of three mice was used for each group. Twenty-four mice in 8 groups (Wildtype Naïve Left-hippocampus: WNL; Wildtype Naïve Right-hippocampus: WNR; Wtildtype Training Left-hippocampus: WTL; Wildtype Training Right-hippocampus: WTR; Knockout Naïve Left-hippocampus: KNL; Knockout Naïve Right-hippocampus: KNR; Knockout Training Left-hippocampus: KTL; and Knockout Training Right-hippocampus: KTR), were used for one microarray analysis and two replicates of microarray analysis were performed. A total of 16 microarrays were used in this study.

### Trace fear conditioning

The mice were placed into the conditioning chamber for 15 minutes per day for three days prior to training for them to adapt to the new environment. On the training day (the 4^th^ day), the mice received three TFC trials that began with a 20 sec tone (CS), followed by a 10 sec trace period before the animal received a 1 sec foot shock (2mA, US). The inter-training interval is 1 min. The mice were then placed for 6 minutes into the same conditioning chamber for the contextual test 24 hours later (on the 5^th^ day). Mice were decapitated after contextual testing for further hippocampal dissection and RNA extraction.

### RNA preparation

Three left and three right hippocampi from WT and KO respectively were dissected, pooled together and homogenized in 1 ml Trizol (TRIzol. Invitrogen, CA, USA) by micro centrifuge pestle (PP Micro Centrifuge Sample Pestle, Foremost Product Intl., CA, USA). After chilling on ice for 5 min, samples were added with 0.2 ml chloroform (Chloroform, J.T. Baker, NJ, USA) and then vortexed for 25 sec and stayed on ice for 10 min. After centrifuged at 13,000 rpm, 4°C for 10 min, 500 μl supernatant of each sample were transferred to clean tubes, and 0.5 ml isopropanol (2-propanol, J.T. Baker, NJ, USA) was added with properly vortex. Tubes were centrifuged at 13,000 rpm, 4°C for 20 min, supernatant was poured off and RNA pellet was collected. Then 1 ml 75% ethanol (Ethanol absolute, Sigma-Aldirich, Germany) was added to each tube for dehydration. Supernatant was removed after centrifugation for 10 min, and pellet was dissolved in 60 to 80μl ddH_2_O. Quality of extracted RNA was checked by reading the ratio of absorbance at 260 nm versus 280 nm by NanoDrop ND-1000 (NanoDrop, DE, USA). Samples with the 260/280 ratio of 1.8–2.2 were accepted for further microarray analysis. RNA structural intactness and DNA contamination were checked by Agilent RNA 6000 Nano Assay (Agilent, HOA, Phalanx) and RNA agarose gel electrophoresis.

### Microarray hybridization

Microarray hybridization was commissioned to Phalanx Biotech Group, Taiwan. RNA samples were hybridized to Mouse Whole Genome OneArray TM (MOAV1.1) with 29,922 mouse genome probes and 1880 experimental control probes, which were an abridged version of the MEEBO probe set (http://genome.ucsc.edu). The 70-mer aminoallyl-aRNA [24] targets were amplified using MessageAmp aRNA kit (Amnion) and labeled with the NHS-Cy5 (GE). The labeled targets were hybridized at 50°C for 16 hr to the gene chip. After washing 3 steps (42°C, 5 min twice, and 25°C, 5 min), the array was exposed to a phosphorimaging cassette and then scanned with Axon 4000B Scanner (Molecular Devices) as well as analyzed with Genepix software (Molecular Devices). Two technical replicates were averaged (reproducibility >0.95), and the averaged intensities were normalized. The normalized data was computed with log_2_ after comparing to each other. The entire raw dataset were deposited in the Gene Expression Omnibus (GSE30846).

### Microarray data analysis

Bioconductor (www.bioconductor.org) and R (www.r-project.org) were used as computational tools for microarray analysis. Raw data were thresholded with a floor of 100 and normalized using the quantile normalization method. To identify differentially expressed genes (DEGs), the Significance Analysis of Microarrays (SAM) algorithm [25] and fold change (FC) were used for each of eight microarray comparisons (WNL vs KNL, WNR vs KNR, WTL vs KTL, WTR vs KTR, WNL vs WTL, KNL vs KTL, WNR vs WTR, KNR vs KTR, Fig. 1A). A gene was considered significantly *differentially expressed* if a false discovery rate (q) is less than 0.01 and FC is greater than 2. The DEGs identified in at least one of comparisons were clustered using a hierarchical clustering method. To gain insight into the biological processes involved, each cluster was then analyzed by DAVID functional annotation tool [26] to identify *enriched KEGG pathways*. In order to demonstrate the repeatability of the duplicated microarray raw datasets, we perform correlational analysis. S1 Table lists the designated groups of raw datasets. S1 and S2 Figs. and show the scatter plots of the raw datasets of the control and the training groups, respectively. Correlation analysis shows that for all groups R≥ 0.99, indicating that the consistency of the duplicate raw datasets is high.

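Brain transcripts repeated closely between the 2 arrays of a left hippocampus group. Camk2a, a kinase of excitatory synapses, read 9229 and 8865 on the WNL arrays and 9841 and 9581 on the KNL arrays. Npy, a peptide of inhibitory interneurons, read 2992 and 3061 in WNL and 7638 and 7618 in KNL. Mbp, a protein of the myelin sheath, read 40038 and 37241 in WNL and 22702 and 19072 in KNL. These genes were picked as examples after their values were seen. Across 16588 probes, Pearson's r of the log2 values between replicate arrays was 0.985 for WNL, 0.979 for WTL, 0.985 for KNL and 0.993 for KTL. On untransformed intensities it ran from 0.983 to 0.994. Arrays of different groups other than KNL correlated at 0.968 to 0.985, and a KNL array with an array of another group at 0.852 to 0.938. These correlations run across probes, which are not independent replicates, so that no p-value is given.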

**Fig 1:**
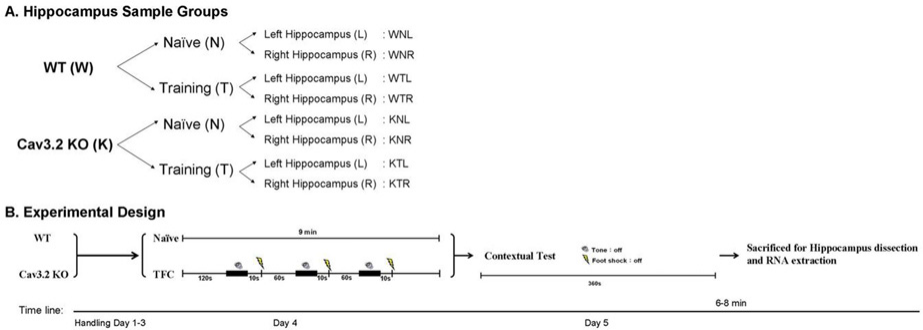
The overall experimental design. (A) Hippocampal sample groups. We used microarrays to probe the transcriptome of naïve (N) and trained (T) groups for both wild-type (W) and the *Ca*_*v*_ *3*.*2* homozygous knockout (K) mice. In each group, we separated left (L) and right (R) hippocampi samples. A total of eight groups of samples were analyzed: WNL, WNR, WTL, WTR, KNL, KNR, KTL, and KTR. (B) Experimental procedures: Mice were handled in conditioning chambers for three days (Day 1–3), and then received trace fear conditioning individually (Day 4), tested with contextual memory 24 hours later (Day 5) in the same conditioning chamber. Immediately after memory testing, left (L) and right (R) hippocampi from three W and three K animals were dissected, pooled together to extract total RNA for microarray hybridization.

### Real time RT-PCR

For each selected gene, hippocampal RNA was extracted bilaterally from three mice for each group, and the real time RT-PCR was triplicated. Hippocampal RNA isolated bilaterally from each group of mice was reverse transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kits (Applied Biosystems, CA, USA). Two micrograms of RNA from each template sample was incubated with 2 μl of 10X RT buffer, 0.8 μl 25X dNTP mix (100 mM), 2 μl 10X RT random primers, and 1 μl MultiScribe^TM^ reverse transcriptase in a 20μl aqueous solution. The mixtures were then incubated at 25°C for 10 min, 37°C for 120 min, and 85°C for 5 sec. The reactions were then stopped and the tubes were maintained at 4°C.

Primers that amplified the selected genes were designed using Primer 3 (http://bioinfo.ut.ee/primer3) [27,28] based on the mRNA sequences listed in NCBI. All primers were checked by agarose gel electrophoresis following regular PCR before being used for Real-Time Quantitative PCR. The product sizes ranged from 100 to 150 bp, the T_M_ value was 57 to 59°C, and the GC content was 50 to 80%. We considered the ideal characteristics to be a 100-bp product size, 58°C T_M_ value, and 50% GC content would be the first choice.

Two microliters of cDNA from each template sample were added to 10μl SYBR Green PCR Master Mix (Applied Biosystems), followed by 2μl of 5μM forward and reverse primers and ddH_2_O to a final volume of 20μl. The mixed solutions were placed in a ABI 7300 Real-Time PCR system (Applied Biosystems) and subjected to 5 steps: (a) 50°C for 2min (b) 94°C for 4min (c) 94°C for 1min (d) 58°C for 1min and (e) 72°C for 1min. Steps (c) to (e) were repeated for 40 cycles.

The qRT-PCR results were analysed using the ABI 7300 Real-Time PCR RQ study software (Applied Biosystems, CA, USA), and are displayed as Ct values acquired exponential phase of amplification. The relative quantitative threshold cycle method (ΔΔ*Ct*) was used to determine target gene expression relative to the internal control gene, β-actin. The level of target gene expression was calculated as 2^-ΔΔ*Ct*^, where ΔΔCt = [Ct β-actin (naïve group)—Ct selected gene (naïve group)]—[Ct β-actin (training group)—Ct selected gene (training group)]. Listed expression level for each gene in S2 Table was the mean value of triplicate results.

## Results

### Overall experimental design

To investigate the role of the *Ca*_*v*_ *3*.*2* and the effect of TFC on the *Ca*_*v*_ *3*.*2* ^*-/-*^ mice, we used microarrays to probe the transcriptome of naïve (N) and trained (T) groups for both wild-type (W) and the *Ca*_*v*_ *3*.*2* homozygous knockout (K) mice. Wild-type C57BL/6J male mice were maintained undisturbed in the laboratory animal center until the behavioral tasks were performed. The *Ca*_*v*_ *3*.*2* ^*-/-*^ mice were generated and genotyped as described previously [23]. Mice were trace fear conditioned individually and then tested with contextual memory 24 hours later in the same conditioning chamber. Immediately after memory testing, left (L) and right (R) hippocampi from three W and three knockout animals were dissected, pooled together to extract RNA. The RNA samples were amplified, reverse-transcribed to cDNA and labeled, and then hybridized to Mouse Whole Genome OneArray TM (MOAV1.1) with 29,922 mouse genome probes and 1880 experimental control probes. 

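For the left hippocampus, the 4 groups WNL, WTL, KNL and KTL were each measured on 2 arrays, 8 arrays in total, and each RNA sample was pooled from 3 mice. The right hippocampi are not analysed here. The deposited values are intensities of Cy5-labeled RNA on a linear scale, 1 per probe and array. Of the 29922 mouse probes, 16588 had a value on every array and 13334 were blank on every array, and the paper's text does not name the filter behind the blanks. The lowest value was 7.23, and the median intensity of an array lay between 481 and 482. Sorted by size and apart from the 100 lowest ranks, the values of the 8 arrays differed by at most 6.57%, as after quantile normalization. The lowest value was 12.2 and 10.3 on the KNL arrays and 7.23 on each of the others. Values below the floor that the methods give were thus still present. A floor of 100, quantile normalization and log2 transformation were then applied in the order of the methods. Between 6.64% and 6.86% of the probes of an array lay at the floor, and a fold change against a group with both arrays at the floor is given as a lower bound. A gene symbol was attached to 13183 of the probes with values, covering 11147 genes, and 3405 probes had none. A gene with several probes, as 1751 genes had, is represented by its brightest probe. Folds set beside the S2 Table are the exception. Each comparison was tested with limma, fitted to all 8 arrays with 4 residual degrees of freedom, and p-values were adjusted over all probes by the method of Benjamini and Hochberg. A probe was called differentially expressed at an adjusted p under 0.01 and a change of more than 2-fold, the thresholds of the paper. The statistic of Significance Analysis of Microarrays (SAM), the paper's test, was computed beside it at the same thresholds. Gene groups were tested with limma's camera on 34 lists that were fixed before the data were examined, at a preset correlation of 0.01 between the genes of a list and again with an estimated correlation. In KNL vs WNL the median change over all genes was 0.14 on the log2 scale, and with probes in 10 bins of intensity it ran from 0.46 in the lowest bin to -0.01 in the highest. The list tests set a list against all other genes, so this trend with intensity enters them. The paper does not make clear whether the 2 arrays of a group hold separate pools of mice, so that the p-values measure a spread between arrays that may be technical.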

A total of eight groups of samples were analyzed: WNL, WNR, WTL, WTR, KNL, KNR, KTL, and KTR (Fig. 1A). The overall experimental design was illustrated in Fig. 1B. In order to reconfirm the phenotype of the *Ca*_*v*_ *3*.*2* knockout mice, we analyzed their behavioral data after TFC. Fig. 2A showed that the *Ca*_*v*_ *3*.*2* knockout mice demonstrated normal locomotor activity and Fig. 2B showed that their contextual memory retrieval was impaired as compared with their wild-type littermates. The deficiency in retrieval of contextual memory is consistent with our previous study [19], and demonstrates the robustness of the effect.

**Fig 2:**
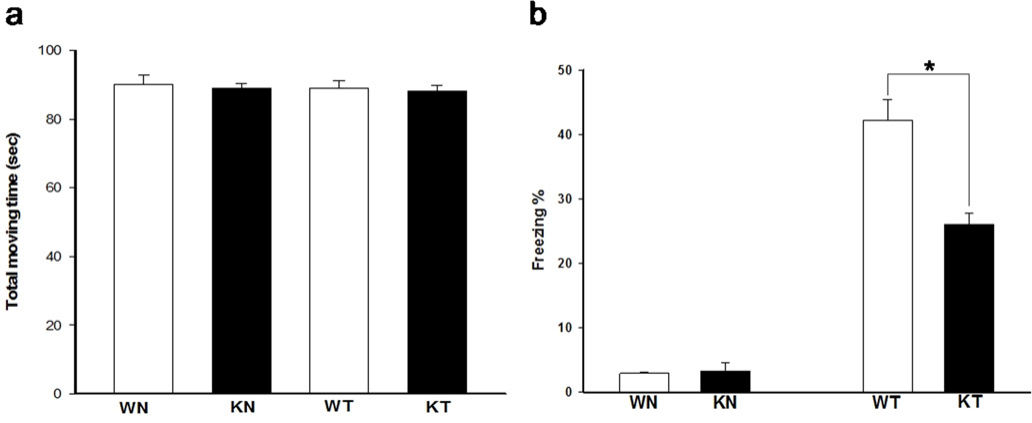
Behavioral analysis. (a) Locomotor activity for all groups measured during the first 120 seconds of the training protocol showed that the *Ca*_*v*_ *3*.*2* knockout mice are as normal as their wild-type littermates. (b) The *Ca*_*v*_ *3*.*2* knockout mice were impaired in retrieval of contextual memory tested 24 hours post the TFC training protocol. (WN: wild-type naïve group; KN: knockout naïve group; WT: wild-type training group; KT: knockout training group; * p<.05)

Fig. 3 shows the heatmap of the DEG relative expression levels in the eight sample groups. To determine the effects of the *Ca*_*v*_ *3*.*2* knockout, we compared K and W samples in both N and T groups. In each group, we separated L and R hippocampi samples. To determine the effect of TFC, we compared T and N in both W and K groups, and also separated the samples into L and R hippocampi. To determine the effect of lateralization, we compared L and R in both W and K under T and N conditions (Table 1).

**Fig 3:**
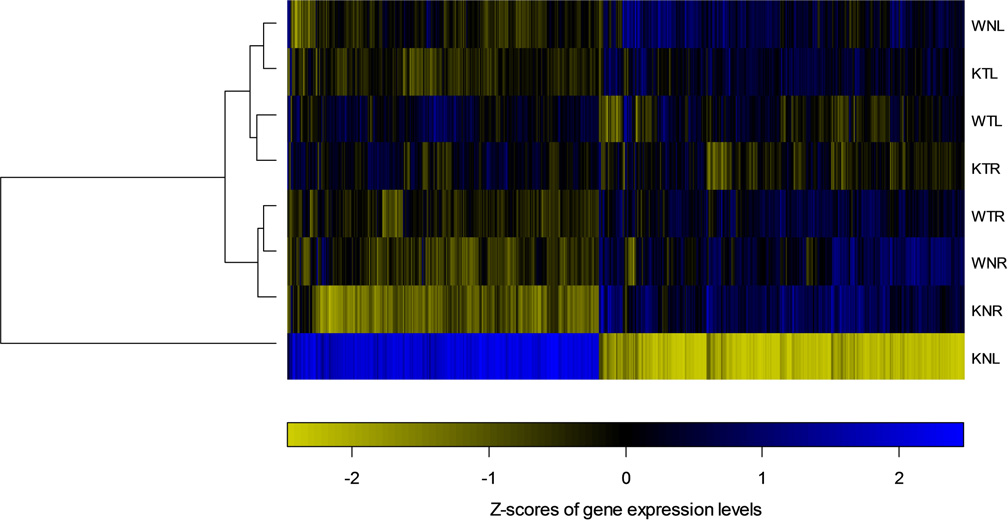
The heatmap representing the relative expression level of each DEG over eight sample groups. In the heatmap, color indicates the Z-score of expression relative to the mean over eight conditions. Eight conditions were clustered using hierarchical clustering.

**Table 1:** Numbers of differentially expressed genes (DEGs) in each microarray comparison .

Treatments	Group# (Treatment vs Control)			Up-regulated	Down-regulated	Total
KO (K) vs WT (W)	Naïve	1	KNL vs WNL	1302	2220	3522
		2	KNR vs WNR	0	4	4
	Training	3a	KTL vs WTL	0	5	5
		4	KTR vs WTR	1	16	17
KO Training (KT) vs WT Naïve (WN)	Left	3b	KTL vs WNL	0	6	6
Left (L) vs Right (R)	Naive	5	WNL vs WNR	1	0	1
		6	KNL vs KNR	2233	2571	4804
	Training	7	WTL vs WTR	16	38	54
		8	KTL vs KTR	60	19	79
Training (T) vs Naïve (N)	WT	9	WTL vs WNL	0	3	3
		10	WTR vs WNR	6	0	6
	KO	11	KTL vs KNL	2132	1456	3588
		12	KTR vs KNR	217	241	458

### The *Ca*_*v*_ *3*.*2* knockout exhibited an asymmetric effect on hippocampal transcriptome

In naïve animals, we found that homozygous deletion of the *Ca*_*v*_ *3*.*2* exhibited a marked impact on the transcriptome profiles. Interestingly, transcription changes caused by the *Ca*_*v*_ *3*.*2* knockout were almost exclusively found in the left hippocampus (Table 1, #1), and only minor differences were found in the right hippocampus (Table 1, #2). Among the 29,922 probe sets, 3522 genes were differentially transcribed in the KNL vs WNL comparison, with 1302 genes up-regulated and 2220 down-regulated by loss of the *Ca*_*v*_ *3*.*2* gene (Table 1, #1). 

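Gap43, Snx1 and Hsp90aa1 were far lower in KNL than in WNL. Gap43, which encodes a protein of axonal growth cones, had a mean intensity of 2355 in WNL and 158 in KNL, a log2 change of -3.90 (standard error 0.24, n = 2 arrays per group, adjusted p = 0.000163 from limma). Snx1, a sorting nexin of endosomes, went from 2209 to 137, and Hsp90aa1, a cytosolic chaperone, from 8549 to 861. Their log2 changes were -4.01 (standard error 0.13, adjusted p = 0.000117) and -3.31 (standard error 0.21, adjusted p = 0.000164). The rises were smaller, and among them was that of Inmt, a methyltransferase of indoleamines. Inmt rose from 382 to 1332, a log2 change of 1.80 (standard error 0.14, adjusted p = 0.000254). The probe of Cacna1h, the gene that encodes Cav3.2, had a mean of 2856 in WNL and 1630 in KNL. Its log2 change of -0.81 (standard error 0.25) missed the threshold at an adjusted p of 0.0303, and where the probe lies relative to the deleted part of the gene is not known. In all, 1149 probes were up-regulated and 2234 down-regulated, 3383 together, for 2526 named genes and 717 probes without a gene symbol. SAM called 4097 probes. Without KNL replicate 2 limma called 228 up and 1174 down, 1402 together, and without WNL replicate 2 449 up and 1366 down, 1815 together. Without KNL replicate 1, or without either KTL array, 703 or 743 were up. Tested against a 2-fold change, 3 were up and 456 down.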

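Among neurons, genes of inhibitory transmission moved apart. Slc32a1, the vesicular transporter of GABA, fell by 2.31 on the log2 scale (standard error 0.16, adjusted p = 0.000188), while Npy rose by 1.33 (standard error 0.12, adjusted p = 0.000415). Of 23 interneuron markers, 2 rose, 3 fell and 18 did not pass the test, at a list p of 0.664, and the counts adjusted over the list alone were the same. Of 45 pan-neuronal and excitatory markers, 10 fell and 35 did not pass, with Neurod6, a transcription factor of pyramidal neurons, going from 2620 to 288. Their median change was -0.06, their mean -0.39 and the adjusted p of the list 0.316. Of the markers of other cells, 4 of 28 fell for astrocytes, 4 of 28 for oligodendrocytes and 4 of 27 for microglia, or 5 when adjusted over the list alone. Examples are Slc7a10, an amino acid exchanger of astrocytes, which fell by 2.30, Car2, the carbonic anhydrase of oligodendrocytes, which fell by 1.66, and Ctss, a lysosomal protease of microglia, which fell by 2.75. None of these lists passed, at adjusted p = 0.295 for astrocytes, 0.133 for oligodendrocytes and 0.529 for microglia. For astrocytes the median change was 0.04, opposite in sign to the mean of -0.29 and to the test. Of 24 endothelial and mural markers 2 rose and 6 fell, among them Flt1, a receptor of vascular endothelial growth factor, which was at least 4.46-fold lower in KNL, at a list p of 0.975. Of 24 heat shock and ER stress genes 7 fell, among them Hspa5, the main chaperone of the endoplasmic reticulum, which fell by 2.72. That list passed at an adjusted p of 0.0183, with adjusted p = 0.448 with an estimated correlation. Of 34 immediate early genes 3 rose and 11 fell, and Btg2, an antiproliferative one, fell by 2.01, while the list p was 0.0979. Of 23 glucocorticoid-responsive genes 7 fell, with a list p of 0.0987. The counts of the last 3 lists were the same when adjusted over the list alone.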

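Among the lists that rose in KNL as groups were receptors of the chemical senses and genes of skin and liver. Of 17 vomeronasal and taste receptors, which serve chemical senses, 5 rose, with a median change of 1.00 on the log2 scale, against 0.28 in random lists of like intensity. Their adjusted p was 0.00126, with adjusted p = 0.448 with an estimated correlation. Of 30 keratins and genes of the cornified envelope of skin 9 rose, with a median of 0.85 against 0.29 in random lists, an adjusted p of 0.0077 and adjusted p = 0.448 with an estimated correlation. Of 17 cytochrome P450 and drug metabolism genes, mostly of liver, 6 rose, or 7 when adjusted over the list alone, with a median of 1.04 against 0.19, an adjusted p of 0.0167 and adjusted p = 0.448 with an estimated correlation. Of 57 cytokines and their receptors 12 rose, with a median of 0.79 against 0.28, an adjusted p of 0.00165 and adjusted p = 0.448 with an estimated correlation. Il7r, the receptor of interleukin 7, was among them and rose by 1.40 (standard error 0.12, adjusted p = 0.000404), as did Il12rb1, a receptor chain for interleukin 12, by 1.38. Of 30 genes of the hematopoietic lineage 7 rose and 1 fell, with a median of 0.74 against 0.21. That list had an adjusted p of 0.0351, which was 0.0821 without KNL replicate 2, and adjusted p = 0.448 with an estimated correlation. Epor, the erythropoietin receptor, was one that rose, by 1.17. Of 39 Wnt and Hedgehog ligands and receptors 4 rose and 1 fell, with a median of 0.70 against 0.18, an adjusted p of 0.0337 and adjusted p = 0.448 with an estimated correlation. The 1 that fell was Wnt9a, a secreted Wnt ligand, by 1.31. Except for the P450 list, the counts were the same when adjusted over the list alone. Over 34 lists in KNL vs WNL 12 passed at the preset correlation and 0 with an estimated one.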

To gain greater biological insight, the DEGs of KNL vs WNL were then analyzed by using the Database for Annotation, Visualization and Integrated Discovery (DAVID) and the Kyoto Encyclopedia of Genes and Genomes (KEGG, www.genome.jp/kegg) to identify pathways involved [26]. The enriched pathways with 10 or more DEGs in KNL vs WNL comparison are listed in S3 Table. In particular, the MAPK signaling pathway, which has been known to be involved in contextual fear memory [29,30], has 45 up-regulated and 28 down-regulated genes in KNL compared with WNL. 

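Adaptors, kinases and phosphatases of the MAPK pathway were mostly lower in KNL among the genes that passed the test. Crk, an adaptor that links growth factor receptors to Ras-family signaling, fell from 883 to 166, a log2 change of -2.41 (standard error 0.09, n = 2 arrays per group, adjusted p = 0.000117). Mapk14, the p38 alpha kinase, went from 794 to 296 and fell by 1.43 (standard error 0.14, adjusted p = 0.000496), and was picked after its value was seen. Dusp1, a phosphatase that inactivates MAP kinases, fell by 2.08 (standard error 0.12, adjusted p = 0.000145), and Akt1, a kinase of growth factor signaling, by 1.92 (standard error 0.18, adjusted p = 0.000446). Hspa8, a constitutive chaperone on the same KEGG map, fell by 2.47. Of 168 measured genes of the pathway, 12 rose, 29 fell and 127 did not pass the test, and the counts were the same when adjusted over the list alone. Because the study chose this pathway on these samples, the count is not independent evidence of a direction. The median change was 0.01 while the mean was -0.13 and the list test pointed down, with an adjusted p of 0.558. Among all called probes 1149 rose and 2234 fell, so more falls than rises were not particular to this pathway.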

The long-term potentiation pathway, which is correlated with impaired hippocampal L-LTP in the *Ca*_*v*_ *3*.*2* ^*-/-*^ strain [19], has 14 up-regulated genes in the KNL compared to the WNL group. 

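Ppp1cb and Prkacb, which encode enzymes of the long-term potentiation pathway, were lower in KNL on their brightest probes. Ppp1cb, a catalytic subunit of protein phosphatase 1, fell from 6398 to 732, a log2 change of -3.13 (standard error 0.12, n = 2 arrays per group, adjusted p = 0.000117). Its dimmer probe did not fall, with means of 371 in WNL and 589 in KNL. Prkacb, a catalytic subunit of protein kinase A, fell from 6641 to 1624, a log2 change of -2.03 (standard error 0.16, adjusted p = 0.0003). The AMPA receptor subunit Gria1 differed between its 3 probes. The brightest of them changed by 0.19 with an adjusted p of 0.149 and the third by 0.26, while the second fell by 1.68 (standard error 0.11, adjusted p = 0.00017). Of 46 measured genes of the pathway, 2 rose, 6 fell and 38 did not pass the test, and adjusting over the list alone left these counts as they were. The list was taken from the study's own enrichment on these samples, so the count is not independent evidence of its direction. Its median change was -0.08 and its adjusted p 0.463. Among all called probes, too, more fell than rose.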

Up-regulated genes are also enriched in the neurotrophin signaling pathway, the citric acid cycle (TCA cycle), and pathways associated with neurodegenerative diseases such as Alzheimer’s, Huntington’s, and Parkinson’s diseases (http://www.genome.jp/kegg/pathway).

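Genes of the citric acid cycle were lower in KNL as a group. Fh1, which encodes fumarase, fell by 2.66 on the log2 scale (standard error 0.19, n = 2 arrays per group, adjusted p = 0.000206). Suclg1, a subunit of succinyl-CoA ligase, fell by 2.69 (standard error 0.24, adjusted p = 0.00038), and Sdhd, which anchors succinate dehydrogenase in the inner mitochondrial membrane, by 2.44 (standard error 0.21, adjusted p = 0.00037). Of 24 measured TCA cycle genes, 11 fell and 13 did not pass, with a median change of -0.67. The list passed at an adjusted p of 0.0137, and not with adjusted p = 0.448 with an estimated correlation. The maps of the neurodegenerative diseases were not tested as lists, but they share many respiratory chain genes with the map of oxidative phosphorylation. Of 64 genes of that map, 2 rose and 18 fell, or 19 when adjusted over the list alone, with a median of -0.19. Atp5g3, which encodes the c subunit of ATP synthase, fell from 12885 to 1573, and Ndufb10, of complex I, from 1511 to 169. That list passed at an adjusted p of 0.0416, which became 0.0793 without WNL replicate 1, 0.0553 without WTL replicate 2 and 0.0631 without KNL replicate 2, with adjusted p = 0.448 with an estimated correlation. After cyclic loess, Oxidative phosphorylation, KNL vs WNL had an adjusted p of 0.118. In the neurotrophin pathway, Bdnf, the brain-derived neurotrophic factor, fell by 1.86 (standard error 0.13, adjusted p = 0.000223). Nfkbia, an inhibitor of NF-kappa-B, lay at the floor in KNL and was at least 4.76-fold lower than in WNL. Of 87 measured genes of this pathway, 3 rose and 15 fell, and the median of 0.08 was opposite in sign to the mean of -0.13 and to the test, whose adjusted p was 0.558. For the TCA cycle and the neurotrophin pathway the counts adjusted over the list alone were the same, and since the study drew all 3 lists from these samples, none is independent evidence of a direction.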

In contrast, the gene expression pattern in the right hippocampus was largely unchanged between the knockout mice with the wild-type mice (KNR vs WNR, Table 1, #2). Only 4 down-regulated genes were detected from the naïve, right hippocampi. The 4 DEGs in the KNR vs WNR group are listed in Table 2. One of them, Ube2i, is involved in the ubiquitin-mediated proteolysis pathway. To determine if the asymmetric transcriptome pattern already existed in the wild-type mice, we compared the left and right hippocampi in the naïve wild-type mice and in the knockout mice. The wild-type did not show an asymmetric transcriptome pattern (WNL vs WNR Table 1, #5), whereas the knockout mice exhibited significant lateral differences (KNL vs KNR, Table 1, #6), as expected from the above results. These results demonstrate that *Ca*_*v*_ *3*.*2* ^*-/-*^ exhibits a lateral asymmetric effect on the hippocampal transcriptome.

**Table 2:** Differentially expressed genes in KNR vs WNR group.

Gene Symbol	Description	Gene ID	q value(%)	Fold Change	
Lemd2	LEM domain containing 2	224640	0	0.20+1.08	Down
Ube2i	ubiquitin-conjugating enzyme E2I	22196	0	0.24+0.69	Down
Lce1c	late cornified envelope 1C	73719	0	0.26	Down
Panx3	pannexin 3	208098	0	0.25	Down

### Trace fear conditioning significantly reversed the asymmetrical gene expression pattern caused by the *Ca*_*v*_ *3*.*2* knockout

To determine the effect of TFC, we first compared wild-type mice with or without TFC, and found that TFC did not alter the transcriptome of either left or right hippocampus in the wild-type mice (WTL vs WNL, and WTR vs WNR, Table 1, #9, 10), based on the 2-fold cut-off. Only minor changes were found: 3 down-regulated genes were identified in the left (Table 3) and 6 up-regulated genes were found in the right (Table 4) hippocampi of the wild-type mice after training. However, TFC altered the transcriptome patterns of the knockout mice dramatically, particularly in the left hippocampus. 

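The left hippocampus of trained wild-type mice differed little from that of naive ones, and the 3 genes of Table 3 had the folds given here. For Ss18, a subunit of a chromatin remodeling complex, a dim probe read 312 in WNL and lay at the floor in both WTL arrays, at least 3.12-fold lower (adjusted p = 0.0237 from limma). Its brighter probe changed by -0.28 with an adjusted p of 0.316. Mark3, a kinase that acts on microtubule-associated proteins, had means of 623 in WNL and 214 in WTL, a log2 change of -1.54 (standard error 0.19, n = 2 arrays per group, adjusted p = 0.131). Cyb561d1, a cytochrome of the b561 family, had means of 243 and 100, a log2 change of -1.28 (standard error 0.16, adjusted p = 0.131). SAM called these genes among 7 lower probes, together with Rnf20, a histone ubiquitin ligase, Zfp84, Tbc1d9 and a probe without a gene symbol. By limma 0 of 16588 probes passed, and 2506 had an unadjusted p under 0.05. Without WTL replicate 1, 10 probes were called lower, and without WNL replicate 2, 2 were called higher. Fos, an immediate early gene of neuronal activity, had means of 1064 in WNL and 491 in WTL and an adjusted p of 0.15. Of 34 immediate early genes, 22 were lower and 12 higher and 0 passed the test, over all genes or adjusted over the list alone. Their list had a median change of -0.11 and an adjusted p of 0.0185, with adjusted p = 0.669 with an estimated correlation. That p was 0.179 without WNL replicate 2 and 0.123 without WTL replicate 2. Of 175 olfactory receptors 135 were higher, with a median of 0.18 and an adjusted p of 0.0105, and of 30 keratins and genes of the cornified envelope 24 were, with 0.28 and 0.0188. Both lists had adjusted p = 0.726 with an estimated correlation, and 0 of their genes passed, over all genes or adjusted over the list alone. For the lists named Olfactory receptors, WTL vs WNL, and Keratins and cornified envelope, WTL vs WNL, the p was 0.0850 and 0.196 without WNL replicate 2, and 0.978 and 0.559 without WTL replicate 2.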

As seen in the comparison between KTL vs KNL (Table 1, #11), TFC had a significant impact on the left hippocampus but a relatively small effect on the right hippocampus (KTR vs KNR, Table 1, #12) in the *Ca*_*v*_ *3*.*2* ^*-/-*^ knockout mice. These results suggest that significant interactions exist between TFC and the *Ca*_*v*_ *3*.*2* ^*-/-*^ in the left hippocampus.

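Genes that had been low in KNL were high in KTL. Gap43 rose from a mean of 158 in KNL to 1736 in KTL, a log2 change of 3.46 (standard error 0.24, n = 2 arrays per group, adjusted p = 0.000286). Npc2, a cholesterol carrier of lysosomes, rose from 191 to 1780, by 3.22 (standard error 0.14, adjusted p = 0.00018), and Hsp90aa1 by 3.24 (standard error 0.21, adjusted p = 0.000234). Fewer genes fell, among them Igfbp2, a binding protein of insulin-like growth factors, from 1322 to 545, by 1.28 (standard error 0.12, adjusted p = 0.000637), and Kcne2, a potassium channel subunit, with a change of -1.47 (standard error 0.11, adjusted p = 0.000323). Mrps6, a protein of the mitochondrial ribosome, went from 1330 to the floor, at least 13.3-fold lower (adjusted p = 0.00018). In total, 2088 probes were up-regulated and 1244 down-regulated, 3332 together, for 2533 named genes. Without KNL replicate 2 the counts were 951 up and 114 down, 1065 together, without KTL replicate 1 1066 and 258, 1324 together, and without KTL replicate 2 842 and 89, 931 together. The down count was 600 without KNL replicate 1, and tested against a 2-fold change 247 were up and 4 down. Of 24 TCA cycle genes 10 rose, at an adjusted p of 0.00917, with Sdhd up by 2.61, and of 41 proteasome genes 13 rose, or 14 when adjusted over the list alone, at 0.00372, with Psmd14 up by 2.99. With an estimated correlation the lists had adjusted p = 0.427 and adjusted p = 0.383. Of 64 genes of oxidative phosphorylation 16 rose and 2 fell, at an adjusted p of 0.0192, and of 78 spliceosome genes 15 rose and 2 fell, at 0.00799, again with adjusted p = 0.427 and adjusted p = 0.383 with an estimated correlation. After cyclic loess, Oxidative phosphorylation, KTL vs KNL had an adjusted p of 0.0784. Of 24 heat shock and ER stress genes 8 rose, and of 23 glucocorticoid-responsive genes 8 rose, with adjusted p = 0.383 for both with an estimated correlation and 0.0093 and 0.00917 at the preset one. Of 168 MAPK pathway genes 24 rose, Dusp1 by 2.21, and 15 fell, with an adjusted p of 0.473. Of 175 olfactory receptors 37 fell, or 36 when adjusted over the list alone, with a median of -0.97 and an adjusted p of 2.69e-12, and adjusted p = 0.427 with an estimated correlation. Of 24 choroid plexus markers 6 fell and 1 rose, and the same counts passed when adjusted over the list alone, with a median of -0.68 and an adjusted p of 0.00663, and adjusted p = 0.383 with an estimated correlation. In all, 16 of 34 lists passed at the preset correlation and 0 with an estimated one. The lists of paper pathways were chosen by the study on these samples and are not independent evidence of a direction.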

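The interaction of training and genotype was tested as the difference between the change from KNL to KTL and the change from WNL to WTL. Snx1 had an interaction of 3.82 on the log2 scale (standard error 0.18), with means of 1652 in WTL and 1441 in KTL. Taf9, a subunit of the general transcription factor TFIID, had an interaction of 3.41 (standard error 0.22, adjusted p = 0.000722 from limma) and means of 1380 in WNL, 959 in WTL, 132 in KNL and 976 in KTL. Nov, a secreted matrix protein, had an interaction of 2.73 (standard error 0.19, adjusted p = 0.000722) and Hspa5 of 2.62 (standard error 0.20, adjusted p = 0.000817). Of 16588 probes, 2207 had a positive and 1403 a negative interaction at the thresholds used for the comparisons, 3610 together, for 2767 named genes. The total was 241 without KTL replicate 2, 493 without KTL replicate 1, 682 without KNL replicate 2, 914 without WNL replicate 2, 1804 without KNL replicate 1, 1864 without WTL replicate 2 and 1989 without WNL replicate 1. In the same order 234, 446, 594, 719, 1339, 1467 and 1207 were positive and 7, 47, 88, 195, 465, 397 and 782 negative. Tested against a 2-fold change, 152 were positive and 1 negative, and by fold alone 2984 and 3094. KNL vs WNL and KTL vs KNL share the KNL arrays, so that chance on these arrays alone opposes them. Their changes correlated across probes at -0.95, against -0.50 in data simulated without differences between groups. A displacement of the KNL arrays alone, technical or biological, would also oppose these comparisons and is not in the simulation. The simulation thus cannot tell a change with training from such a displacement. Of the probes called in both comparisons, 1829 were lower in KNL and then higher in KTL, and 749 higher and then lower.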

**Table 3:** Differentially expressed genes in WTL vs WNL group.

Gene Symbol	Description	Gene ID	q value(%)	Fold Change	
Ss18	synovial sarcoma translocation, Chromosome 18	268996	0	0.33	Down
Mark3	MAP/microtubule affinity-regulating kinase 3	17169	0	0.33	Down
Cyb561d1	cytochrome b-561 domain containing 1	72023	0	0.42	Down

**Table 4:** Differentially expressed genes in WTR vs WNR group.

Gene Symbol	Description	Gene ID	q value(%)	Fold Change	
Ddx19b	DEAD (Asp-Glu-Ala-Asp) box polypeptide 19b	234733	0	3.29	Up
Mrps6	mitochondrial ribosomal protein S6	121022	0	7.04	Up
2310061I04Rik	RIKEN cDNA 2310061I04 gene	69662	0	2.66	Up
Mt3	metallothionein 3	17751	0	2.39	Up
Tbca	tubulin cofactor A	21371		2.41	Up
Lst1	leukocyte specific transcript 1	16988		2.44	Up

Interestingly, the profound effect of the *Ca*_*v*_ *3*.*2* knockout on the left hippocampus in naïve mice was significantly reduced after training. The comparison between KTL and WTL (Table 1, #3a) showed only minor differences. We found only 5 genes differentially expressed by knockout (Table 5). For example, the MAPK signaling pathway genes that were upregulated in the *Ca*_*v*_ *3*.*2* knockout mice were no longer upregulated after training. 

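The named genes that passed the test between the trained groups were Mrps6 and Kcne2. Mrps6, of the small subunit of the mitochondrial ribosome, read 2558 in WTL and lay at the floor in both KTL arrays, at least 25.6-fold lower (adjusted p = 0.000372 from limma). Kcne2, an accessory subunit of potassium channels that is abundant in choroid plexus, fell from 458 to 134, a log2 change of -1.78 (standard error 0.11, n = 2 arrays per group, adjusted p = 0.00668). The other 2 of the 4 called probes have no gene symbol in the deposited annotation, and both were lower in KTL. Lemd2, a protein of the inner nuclear membrane, had means of 772 and 240 on its dimmer probe (adjusted p = 0.0182, called by SAM), while its brighter probe was 1.21-fold higher (adjusted p = 0.305). The probe of Ptprg, a receptor tyrosine phosphatase, had means of 134 in WTL and 237 in KTL and an adjusted p of 0.243. SAM called 15 probes, 11 of them lower, among which was Folr1, a folate receptor. Of the list of 24 choroid plexus markers, 23 were lower in KTL than in WTL, 1 passed the test and 5 passed when adjusted over the list alone. The median change of the list was -0.68, with an adjusted p of 1.21e-15, and adjusted p = 0.0247 with an estimated correlation. Clic6, an intracellular chloride channel, and Ttr, the thyroxine carrier that choroid plexus secretes, had log2 changes of -1.44 and -1.03. Of 24 markers of the meninges 23 were lower, with a median of -0.29 and an adjusted p of 3.56e-05, and adjusted p = 0.188 with an estimated correlation. Lower as lists were also 175 olfactory receptors (142 lower, median -0.24, adjusted p = 2.31e-05), 30 keratins and genes of the cornified envelope (median -0.22, adjusted p = 0.0153) and 57 cytokines and their receptors (median -0.21, adjusted p = 0.0264), all with adjusted p = 0.596 with an estimated correlation. Higher were 63 genes of the mitochondrial ribosome (median 0.16) and 23 glucocorticoid-responsive genes (median 0.12), both at an adjusted p of 0.00759, with adjusted p = 0.455 with an estimated correlation. Of the genes in these 5 lists only Mrps6 passed, over all genes or adjusted over the list alone. Without WTL replicate 2 the p was 0.241 for the olfactory receptors, 0.305 for the keratins, 0.283 for the cytokines and 0.175 for the mitochondrial ribosome. Without KTL replicate 2 it was 0.0727 for Keratins and cornified envelope, KTL vs WTL, 0.135 for the cytokines and 0.0909 for the glucocorticoid-responsive genes. The number of called probes was 1 without WNL replicate 1 or 2, 12 without WTL replicate 1, of which 11 were higher in KTL and 1 lower, and 0 without any other single array, at 2898 probes with an unadjusted p under 0.05 on all 8 arrays. Kcne2 kept no call in any of these fits, where its adjusted p ran from 0.0182 to 0.184, and Mrps6 had an adjusted p of 0.0119 without WTL replicate 2, 0.0152 without KNL replicate 1 or 2 and 0.0335 without KTL replicate 1 or 2.

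**Figure D1:**
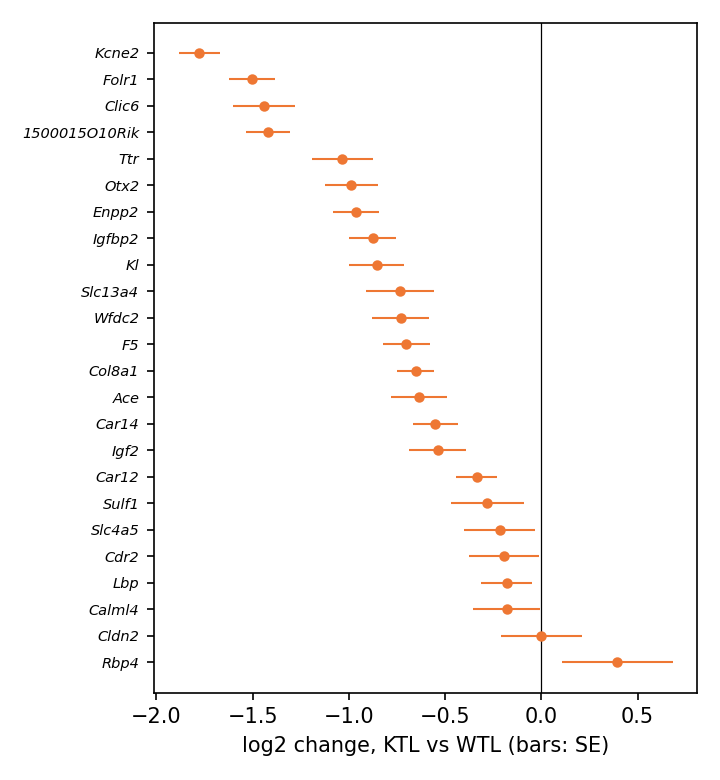
Log2 change between KTL and WTL for each of 24 choroid plexus markers, with bars for the standard error (n = 2 arrays per group). The median is -0.68.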

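After training, no gene of the MAPK pathway passed the test between knockout and wild-type left hippocampi. Fos had means of 491 in WTL and 539 in KTL, a log2 change of 0.14 (n = 2 arrays per group, adjusted p = 0.702 from limma). Akt1 changed by -0.08 (adjusted p = 0.85), Map2k1, a kinase that activates ERK, by -0.23 (adjusted p = 0.332), and Nras, a small GTPase upstream of it, by 0.57 (adjusted p = 0.138). Mapk8, chosen after its values were seen, changed by -0.10 on its brightest probe (adjusted p = 0.705) and had means of 212 in WTL and 454 in KTL on its dimmer one (adjusted p = 0.0365). Crk had means of 799 and 711, and Mapk14 of 775 and 1082, with adjusted p-values of 0.394 and 0.175. Of the 168 measured genes, 0 were called higher and 0 lower by limma or by SAM, over all genes or adjusted over the list alone, while 24 were higher and 9 lower at an unadjusted p under 0.05. The median change of the list was 0.02, its adjusted p 0.485. The counts of the pathway come from a list that the study chose on these samples. A p-value above the threshold does not show that the levels were equal.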

In the R samples, the difference between K and W was slightly increased in the trained group (Table 1, #4) compared to the naïve group (Table 1, #2). However, the difference is relatively small, only 1 gene was up-regulated and 16 genes were down-regulated (Table 6). 

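KTL and WNL, trained knockout and naive wild-type left hippocampi, differed in few genes. Folr1, the folate receptor, fell from a mean of 387 in WNL to 112 in KTL, a log2 change of -1.79 (standard error 0.12, n = 2 arrays per group, adjusted p = 0.00775 from limma). The transcript 1500015O10Rik, a gene of the choroid plexus list, fell from 3226 to 959, by 1.75 (standard error 0.11), and Kcne2 by 1.77, both at the same adjusted p. The dimmer probe of Lemd2 fell from 876 to 240, by 1.87 (standard error 0.13), also at an adjusted p of 0.00775. Mrps6 was at least 28.0-fold lower in KTL (adjusted p = 0.000312), and a probe without a gene symbol was also lower. Another probe without a symbol was the 1 that rose, at least 3.70-fold, from the floor to 370. In all, 7 probes passed, 1 higher and 6 lower, while SAM called 37, 34 of them lower. Of 24 choroid plexus markers 3 fell, or 7 when adjusted over the list alone, with a median change of -0.78, an adjusted p of 1.06e-23 and adjusted p = 0.011 with an estimated correlation. Meninges markers had a median of -0.20 and an adjusted p of 7.64e-05, with adjusted p = 0.198 with an estimated correlation. The glucocorticoid-responsive genes had a median of 0.19 and an adjusted p of 0.00143, which was 0.102 without KTL replicate 2, with adjusted p = 0.485 with an estimated correlation. The number of called probes was 0 without KNL or KTL replicate 1 or 2, 1 without WNL replicate 1 or WTL replicate 1 or 2, and 3 without WNL replicate 2, at 1913 probes with an unadjusted p under 0.05 on all 8 arrays.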

Most interestingly, by comparing KTL with WNL (Table 1, #3b), we also saw little difference: only 6 DEGs were found. These results suggest that TFC largely reverses the effect of the *Ca*_*v*_ *3*.*2* gene knockout at least at the transcriptome level within the experimental time frame.

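Most probes that differed between KNL and WNL lay close to the wild-type levels in KTL. Atp5g3 had means of 9637 in WTL and 13590 in KTL, and Psmd6 of 541 and 728. Pja1, a ubiquitin ligase that was at 235 in KNL, was at 1451 in WTL and 2226 in KTL. Bdnf changed by 0.24 between the trained groups (adjusted p = 0.391 from limma), and Slc7a10 by -0.02 (adjusted p = 0.971). Serpini1, which encodes neuroserpin, had 1416 in WTL and 912 in KTL, a change of -0.64 with an adjusted p of 0.221. Of the 3383 probes called in KNL vs WNL, 3321 (98.2%) were within 2-fold of WTL in KTL and 3351 (99.1%) within 2-fold of WNL. In KTL vs WTL 3 of them were still called, and in KTL vs WNL 4. Over all 16588 probes, 199 differed by over 2-fold in KTL vs WTL and 70 in KTL vs WNL. Closeness to wild-type levels was thus not particular to the probes called in KNL vs WNL. Between KTL and KNL 2578 of the 3383 probes were called in the opposite direction and 1 in the same, and 2620 had a called interaction. These counts use the same KNL arrays as the choice of the probes, so a displacement of those arrays alone would also raise them. The slope of the KTL vs WTL change on the KNL vs WNL change, comparisons that share no array, was -0.08 (standard deviation 0.08 over choices of arrays), and r across these probes was -0.38. From the small differences of KTL from WTL and from WNL, the paper proposes that training largely reverses the effect of the knockout on the left hippocampal transcriptome. For this it also cites its principal component analysis and its quantitative RT-PCR of selected genes.

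**Figure D2:**
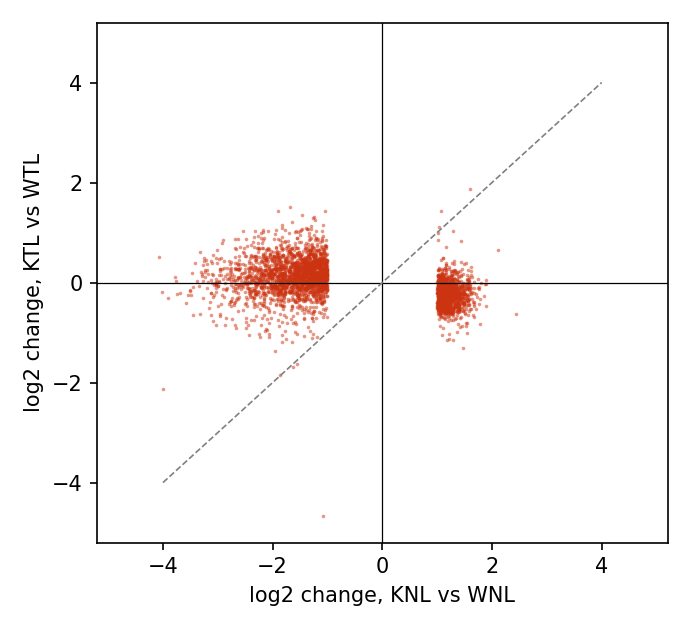
Log2 change between trained knockout and wild-type groups against that between naive ones, for the 3383 probes called in KNL vs WNL. On the dashed line the changes would be equal.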

**Table 5:** Differentially expressed genes in KTL vs WTL group.

Gene Symbol	Description	Gene ID	q value(%)	Fold Change	
Mrps6	mitochondrial ribosomal protein S6	121022	0	0.04	Down
Ube2i	ubiquitin-conjugating enzyme E2I	22196	0	0.23+0.82	Down
Kcne2	potassium voltage-gated channel, Isk-related subfamily, gene 2	246133	0	0.29	Down
Ptprg	protein tyrosine phosphatase, receptor type, G	19270	0	1.91+0.28	Down
Lemd2	LEM domain containing 2	224640	0	0.31+1.20	Down

**Table 6:** Differentially expressed genes in KTR vs WTR groups.

Gene Symbol	Description	Gene ID	q value(%)	Fold Change	
Erdr1	erythroid differentiation regulator 1	170942	0	2.72	Up
Lemd2	LEM domain containing 2	224640	0	0.33	Down
Ndufb10	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 10	68342	0	0.27	Down
Ppp1r3c	protein phosphatase 1, regulatory (inhibitor) subunit 3C	53412	0	0.32	Down
Pgbd5	piggyBac transposable element derived 5	209966	0	0.33	Down
Ddx19b	DEAD (Asp-Glu-Ala-Asp) box polypeptide 19b	234733	0	0.31	Down
Sdccag1	serologically defined colon cancer antigen 1	66244	0	0.35	Down
Clcn7	chloride channel 7	26373	0	0.28	Down
Rraga	Ras-related GTP binding A	68441	0	0.36	Down
2610002M06Rik	RIKEN cDNA 2610002M06 gene	67028	0	0.35	Down
Ranbp2	RAN binding protein 2	19386	0	0.37	Down
Eme2	essential meiotic endonuclease 1 homolog 2 (S. pombe)	193838	0	0.42	Down
Cldn12	claudin 12	64945	0	0.40	Down
Ogn	osteoglycin	18295	0	0.42	Down
Spink8	serine peptidase inhibitor, Kazal type 8	78709	0	0.40	Down
Gabrb2	gamma-aminobutyric acid (GABA) A receptor, subunit beta 2	14401	0	0.46	Down
2610019E17Rik	RIKEN cDNA 2610019E17 gene	75614	0	0.47	Down

Since TFC had relatively small effects on wild-type left or right hippocampi (Table 1, #9,10), and since wild-type mice did not show asymmetric transcriptome (Table 1, #5), it was not surprising that TFC showed no asymmetric effect on wild-type mice (WTL vs WTR, Table 1, #7). In addition, comparison of KTL vs KTR (Table 1, #8) also showed relative minor differences. This was because TFC largely reversed the effect of the *Ca*_*v*_ *3*.*2* gene knockout on the left hippocampus, and TFC and *Ca*_*v*_ *3*.*2* gene knockout had little impact on the right hippocampus, according to the data described above.

### Principal component analysis

To summarize the effects of *Ca*_*v*_ *3*.*2* gene knockout and TFC, on the left and right hippocampal transcriptome profiles, we analyzed the data by using Principal Component Analysis (PCA), and then plotted the first two Principal Components. The PCA plots allow visualizing the distance between different data sets in the dimensions that exhibit the major variations. We used all genes (Fig. 4a) and 5282 genes which were differentially expressed in at least one of comparisons listed in Table 1 (Fig. 4b) for each comparison group to plot the PCA. These two analyses gave almost identical results. Fig. 4 shows that KNL is farthest away from the rest of the data sets in the first principal component (PC1), indicating that the *Ca*_*v*_ *3*.*2* gene knockout exhibited the largest effect on the transcriptome pattern. The rest of the data sets more or less clustered together, relative to KNL. 

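The first principal component set the KNL arrays apart, as single genes did. Nsg2, a vesicle protein of neurons, read 383 and 300 on the KNL arrays and between 2585 and 4320 on the other 6. Zic4, a zinc finger transcription factor, read 4320 and 4741 in KNL and at most 2612 elsewhere, and Serpini1 read 198 and 137 in KNL and at least 909 elsewhere. Nsg2, Serpini1 and Zic4 are shown as examples picked after their values were seen. PC1 held 76.2% of the variance and PC2 7.57%, over 8 arrays and all probes with values. The KNL arrays scored 69.3 and 91.2 on PC1, a mean of 80.3 ± 15.5 (SD, n = 2). The means were -35.7 ± 6.84 for WNL, -13.3 ± 14.7 for WTL and -31.3 ± 6.87 for KTL (SD, n = 2 each). On PC2 the KTL mean was 18.3 and the WTL mean -18.2, with WNL at -4.82 and KNL at 4.77.

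**Figure D3:**
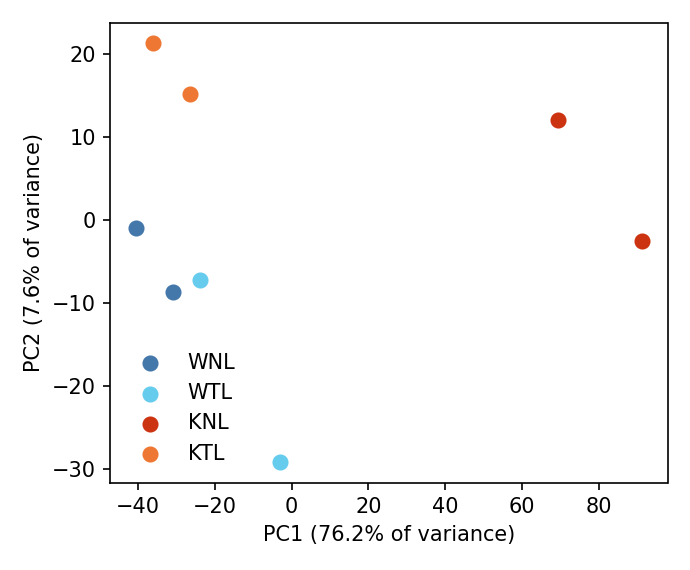
Scores of the 8 arrays of left hippocampi on PC1 (76.2% of variance) and PC2 (7.57%).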

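In trained knockout left hippocampi (KTL), genes that had separated the naive knockout group (KNL) were near the levels of wild-type mice. Car2 had means of 2453 in KTL and 2949 in WNL, against 931 in KNL. Ube2n had means of 2402 in KTL, 2234 in WNL and 359 in KNL, and Calb1, a calcium buffer of dentate granule cells and interneurons, of 530, 663 and 196. Zic4 had means of 1784 in KTL, 1908 in WNL and 4526 in KNL. Arrays of KTL correlated with arrays of WNL at r = 0.984 to 0.985 across probes, and with arrays of WTL at 0.968 to 0.983, while replicate arrays correlated at 0.979 to 0.993. The KTL arrays scored -26.4 and -36.1 on the first principal component of the left hippocampi, within the range of the WNL arrays, -30.8 and -40.5, and the WTL arrays, -23.8 and -2.92.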

By comparing KTL with KNL, we noted that after training (KTL), the trancriptome pattern of KNL returned to the same cluster as the WTL and WNL in PC1. This result confirmed that TFC largely reversed the effect of the *Ca*_*v*_ *3*.*2* gene knockout. The second principal component (PC2) mainly separated between L and R samples in the wild-type (Fig. 4). Even though training reversed the effect of the *Ca*_*v*_ *3*.*2* knockout in PC1, KTL transcriptome pattern did not return to the cluster of WTL and WNL in PC2. Rather, KTL was closer to the R samples in the PC2 dimension. This result indicates that behavioral training did not completely reverse the knockout effect, and the residual difference made the KTL pattern resemble the R samples.

**Fig 4:**
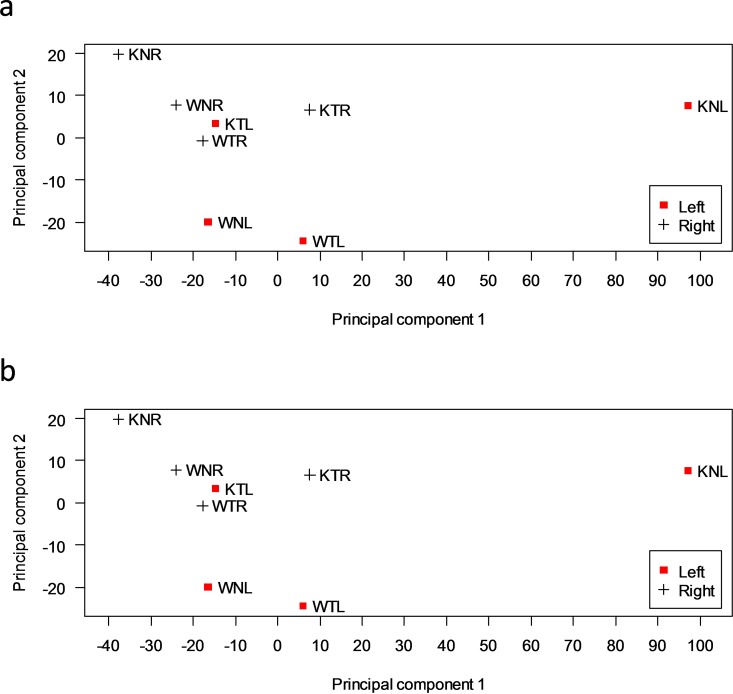
Principal component analysis (PCA) is used to cluster the conditions with gene expression levels for (a) all genes, (b) 5282 genes that are differentially expressed in at least one of comparisons listed in Table 1. Each point corresponds to the gene expression pattern generated by an experimental group projected onto the two-dimensional principal component space.

### Validation by quantitative reverse transcription polymerase chain reaction

To confirm the microarray data, we used quantitative reverse transcription polymerase chain reaction (qRT-PCR) to validate expression differences. The ΔΔ CT method was used to calculate the fold differences for each of the genes and qRT-PCR validation results were summarized in S2 Table. For each gene, the qRT-PCR result listed in S2 Table was the mean value of triplicate results. A total of 101 genes were selected from the DEGs in the comparison between KNL and WNL groups, including genes representing the MAPK, ubiquitin-mediated proteolysis, and LTP pathways, which were enriched in the KNL vs WNL comparison. Consistent with the array data, 88 genes (87.1%) demonstrated differentially expressed patterns in KNL compared with WNL, based on the 2-fold cut-off. Expression levels of these genes returned to WT levels after trace fear conditioning (S2 Table). Although there were 3522 DEGs in the left hippocampi between the naïve K and W groups (KNL vs WNL, Table 1, #2), the number of DEGs was reduced to 5 after trace fear conditioning (KTL vs WTL, Table 1, #3a). Kcne2, Ptprg, and Lemd2 were selected out of the 5 genes to validate this phenomenon. Consistent with the array data, they were significantly down regulated in the left hippocampi of the KO after training and testing (KTL) compared with the WTL sample (S2 Table).

## Discussion

In this work, we demonstrated that the *Ca*_*v*_ *3*.*2* ^*-/-*^ mice exhibited a distinct hippocampal gene expression pattern compared with that of their WT littermates. Interestingly, the effect of the *Ca*_*v*_ *3*.*2* ^*-/-*^ on the hippocampal transcriptome was asymmetrical: *Ca*_*v*_ *3*.*2* ^*-/-*^ had a significant impact on the left hippocampus but not on the right. This asymmetric effect is quite intriguing, as no other similar effect has been reported to our knowledge after extensive literature search. To validate the microarray results, we used qRT-PCR to re-examine 101 genes from the DEGs from the comparison between KNL and WNL group. Indeed, 87% of them showed a difference between KNL and WNL.

Asymmetry in brain [31–33], and in particular in hippocampal formation [34–37] has been well recognized, but the molecular mechanisms underlying the asymmetry remain mostly unknown [31,38]. Asymmetry in neuronal architecture and connectivity have been reported [32,34], and asymmetry in molecular distributions has also been reported for hippocampal glutamate receptor expression [34] and NMDA Receptor 2 Subunits [37]. In human, the left hippocampus is involved in verbal memory [39] and the right with spatial memory [40]. Impaired lateralization of the hippocampus and associated limbic structures has been reported for patients affected by autism and schizophrenia [41]. In rodents and rats, electro-physiological recording have shown that spatial processing is lateralized in the right hemisphere, while motor control and time analysis in the left [22].

Our results demonstrate that loss of the *Ca*_*v*_ *3*.*2* amplifies the asymmetry already exists in hippocampi. The *Ca*_*v*_ *3*.*2* gene itself was not differentially transcribed between left and right hippocampi in the wild-type mice, based on the 2-fold cut-off of our trancriptome data. Since the effect of the *Ca*_*v*_ *3*.*2* knockout was mainly seen in the left hippocampus, it is possible that the *Ca*_*v*_ *3*.*2* protein itself is not functional in the right hippocampus due to other regulatory mechanisms, or other calcium channels in the right hippocampus could compensate for the loss of *Ca*_*v*_ *3*.*2*.

This asymmetric effect may subsequently lead to better understanding of functional lateralization. Asymmetric gene expression patterns in the left and right hippocampi have been shown to differ in developing rats [20] and in rats subjected to the hidden platform test of Morris Water Maze [21]. Klur et al [21] further confirmed a functional association between lateralized transcriptional activity within the dorsal hippocampus and spatial memory in the rat. They showed that in mice after Morris Water Maze testing, 623 genes were differentially expressed in the right hippocampus, whereas only 74 were differentially expressed in the left hippocampus. Early experience of reward through maternal contact or its denial also affects laterality of protein expression in the developing rat hippocampus [42].

Our microarray analysis confirms Bianki’s (1981) findings [22] and explains the fact that the *Ca*_*v*_ *3*.*2* knockout strain exhibits intact spatial memory because the gene expression pattern in the right hippocampus does not alter much by loss of this gene, while temporal-associated memory (contextual trace fear memory) is impaired due to a pronounced change of the transcriptome in the left hippocampus.

There were 3522 genes differentially expressed in the WNL vs KNL group: 1302 genes were up-regulated and 2220 were down-regulated. On the other hand, the difference of gene expression patterns between WNR and KNR groups was much less. Only 4 down-regulated genes were identified from the naïve, right hippocampi. However, the significantly different numbers of expressed genes for the WNL vs KNL comparison was reduced after mice were trained with trace fear conditioning and tested with memory retrieval to context.

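In the left hippocampus, more genes of the spliceosome, the proteasome and ubiquitin ligation fell than rose between naive wild-type and naive knockout mice. Among all called probes, 2234 fell and 1149 rose. Cdc5l, a core factor of the spliceosome, fell by 3.19 on the log2 scale (standard error 0.26, n = 2 arrays per group, adjusted p = 0.000288), and Ascc3l1, the helicase that unwinds spliceosomal RNA, by 2.53 (standard error 0.14, adjusted p = 0.000145). Of 78 measured spliceosome genes 2 rose and 19 fell, with a median change of -0.35, an adjusted p of 0.00762 and adjusted p = 0.448 with an estimated correlation. Psmd14, the deubiquitinase of the proteasome lid, was lower (adjusted p = 0.000299), and Psmd6, another lid subunit, fell by 3.13 (standard error 0.16, adjusted p = 0.00012). Of 41 proteasome genes 1 rose and 11 fell, with a median of -0.33, an adjusted p of 0.0163 and adjusted p = 0.448 with an estimated correlation. Rnf7, a RING protein of cullin ligases, fell by 3.17, and Ube2n, an enzyme that builds ubiquitin chains, by 2.64, and 3 of 108 ubiquitin ligation genes rose while 28 fell, or 29 when adjusted over the list alone. Its adjusted p was 0.107. Of 63 mitochondrial ribosomal proteins 8 fell, Mrpl51 of the large subunit by 1.91, with an adjusted p of 0.0605. Of 22 cytosolic ribosomal proteins 1 fell, Rpl4 of the large subunit. For Rpl4, KNL vs WNL gave -1.14 at an adjusted p of 0.0021 that was 0.0143 without WNL replicate 1 and 0.0151 without WNL replicate 2. Rpl4 fell by 0.90 without KNL replicate 2, and the list had an adjusted p of 0.975. Of 17 genes of cholesterol synthesis 5 fell, among them Sqle, the squalene epoxidase, with a change of -2.06, and Sc5d, a sterol desaturase, with -1.74, with a list p of 0.107. Of 175 olfactory receptors, 36 rose, or 35 when adjusted over the list alone, and 171 changed in the positive direction. Their median change was 0.86, the adjusted p 1.47e-09, and adjusted p = 0.448 with an estimated correlation. In random lists of genes of like intensity the median was 0.33. The study drew these pathways from the same samples, so that the counts are not independent evidence of a direction.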

In the comparison between KNL and WNL, several enriched KEGG pathways are worth noting: 1) biochemical pathways such as splicesome, proteasome, oxidative phosphorylation, ribosome, citric acid cycle (TCA cycle), steroid biosynthesis, and ubiquitin mediated proteolysis; 2) pathways of neurodegenerative diseases such as Parkinson’s disease, Huntington’s disease, and Alzheimer’s disease; 3) Signal transduction pathways such as MAPK signaling and olfactory transduction. These biochemical pathways were also found by Klur et al [21] to be enriched after Morris water maze training. These pathways are expected to be necessary for maintenance of L-LTP and memory retrieval. *De novo* Protein synthesis has been known to be critical for stabilizing LTP [43] and memory retrieval [44], as well as protein degradation [45]. The TCA cycle is expected to generate ATP, NADH, and precursors to be used in numerous biochemical pathways. However, its importance in memory formation has not been studied. Our analysis provides a direction for future investigation in neuronal cell metabolism during processing of memory formation. Our analysis also implies the importance of the *Ca*_*v*_ *3*.*2* T-type calcium channel in pathways for three major neurodegenerative diseases and olfactory transduction in regards to memory retrieval. MAPK pathway has been known to be critical for LTP and retrieval of contextual fear memory [46–48]. Our results confirm these previous findings and indicate that the MAPK signaling may be dependent on calcium influx via the *Ca*_*v*_ *3*.*2* T-type calcium channel in retrieval of contextual memory.

After training, only 5 DEGs were identified for KTL vs WTL comparison (Table 1, 3a) including mitochondrial ribosomal protein S6 (Mrps6); ubiquitin-conjugating enzyme E2I (Ube2i); potassium voltage-gated channel, Isk-related subfamily, gene 2 (Kcne2); protein tyrosine phosphatase, receptor type, G (Ptprg); LEM domain containing 2 (Lemd2). Thus, the 5 DEGs may be linked to the severity of impaired phenotypes (defective in maintenance of L-LTP and in retrieval of contextual memory) of the *Ca*_*v*_ *3*.*2* knockout strain after TFC.

Perhaps the most unexpected and interesting result is that the effect of the *Cav3*.*2* knockout on the left hippocampal transcriptome is largely reversed by TFC. This is seen by the reduced number (only 6) of DEGs between KTL and WNL (Table 1, #3b) compared with the number of DEGs (3522) between KNL to WNL (Table 1, #1). Unfortunately, because measuring transcriptome profiles of additional controls (tone-alone, context alone, shock-alone.) became impractical, we could not conclusively demonstrate the effect of each step in the training protocol. We can only establish that training using the TFC protocol was responsible for the gene expression changes. There are many studies showing that large-scale gene expression patterns can be changed after behavioral training. Gene expression profiles in the hippocampus and amygdala have been found to be significantly different after fear conditioning [49]. In addition, gene expression profiling also changed and revealed a strong activation of immunity and inflammation responses in the brains of 10-month-old presenilin 1 and 2 conditional double knockout mice [50].

Our result indicates that the TFC protocol compensates for the *Ca*_*v*_ *3*.*2* knockout at least at the transcriptome level and within the experiment time frame. Previous studies have shown that calcium/calmodulin-dependent protein kinase IV (CaMKIV) [51] and L-type voltage-gated calcium channel [52] are involved in TFC. While the underlying mechanism remains unclear, it is possible that TFC activates other calcium channels, which at least partially and transiently compensate the deficit of the *Ca*_*v*_ *3*.*2*.

Calcium is known to be an important nuclear signal regulating a large number of genes [53–56] in all tissues and in brain specifically [55,57,58]. Nuclear calcium has been shown to be one of the most potent signals in gene expression in hippocampal neurons [55]. Nuclear calcium regulates hundreds of genes, as demonstrated by using cultured hippocampal neuron cell cultures and DNA microarray analysis [55]. In addition, calcium-activated potassium channels (BK channels) transduce signals from synapse to nucleus via calcium release to regulate gene expression [56]. Since both the *Ca*_*v*_ *3*.*2* knockout and TFC [51,52] affect calcium levels, it is possible that loss of the *Ca*_*v*_ *3*.*2* is compensated by calcium release induced by TFC and the gene expression pattern largely returns to the normal wild-type state. However, since both TFC and calcium-mediated transcription are highly complex, the detailed mechanism is still unknown. The situation is further complicated by the lateral asymmetry discussed above in both neuronal connectivity and molecular distribution.

Since transcription is the first step determining phenotypes, our result provides an example that behavioral disorders caused by a genetic mutation may be temporarily ameliorated by a behavioral training paradigm, and opens a possibility that behavior training may be used to reduce the severity of a symptom associated with a genetic defect. However, other factors may come to play in determining the proteome and metabolome, which are closer links to phenotypes.

This work also demonstrates the power of genome-scale analysis. Transcriptomic analysis reveals the global pattern of gene expression. Although overwhelmingly complex, the data can be analyzed systematically. In this case, PCA proves to be a useful tool to visualize the distance between different data set. Pathway analysis tools [26] yield detailed biochemical insight. Advanced methods such as Network Component Analysis [59,60] may generate further insight for future studies.

## Supporting Information

S1 Fig Correlational analysis for duplicate raw datasets of control groups. For all control groups (please see group designation in Table 1), R≥ 0.99, meaning that repeatability of duplicated microarray raw datasets is high.
(TIF)

S2 Fig Correlational analysis for duplicate raw datasets of training groups. For all training groups (please see group designation in S1 Table), R> 0.99, meaning that repeatability of duplicated microarray raw datasets is high.
(TIF)

S1 Table Designated groups of microarray raw datasets.

S2 Table Validation of selected DEGs by qRT-PCR. Expression patterns of selected DEGs highlighted in light grey are consistent with microarray data.
(DOCX)

S3 Table The enriched pathways with 10 or more DEGs in KNL vs WNL comparison.

# Supplementary material for: Behavior Training Reverses Asymmetry in Hippocampal Transcriptome of the Cav3.2 Knockout Mice
**Source:** PLoS One. 2015 Mar 13;10(3):e0118832. doi: 10.1371/journal.pone.0118832
**Supplement:** S1 Table

**Table S1: Designated groups of microarray raw datasets.**

|  | WT | KO |
| --- | --- | --- |
| Data  Set #1 (D1) | C1_1 (C1 replicate #1): WT-D1-C-R1 (WNL_1)  C1_2 (C1 replicate #2): WT-D1-C-R2 (WNL_2)  S1_1 (S1 replicate #1): WT-D1-S-R1 (WTL_1)  S1_2 (S1 replicate #2): WT-D1-S-R2 (WTL_2) | C3_1 (C3 replicate #1): KO-D1-C-R1 (KNL_1)  C3_2 (C3 replicate #2): KO-D1-C-R2 (KNL_2)  S3_1 (S3 replicate #1): KO-D1-S-R1 (KTL_1)  S3_2 (S3 replicate #2): KO-D1-S-R2 (KTL_2) |
| Data  Set #2 (D2) | C2_1 (C2 replicate #1): WT-D2-C-R1 (WNR_1)  C2_2 (C2 replicate #2): WT-D2-C-R2 (WNR_2)  S2_1 (S2 replicate #1): WT-D2-S-R1 (WTR_1)  S2_2 (S2 replicate #2): WT-D2-S-R2 (WTR_2) | C4_1 (C4 replicate #1): KO-D2-C-R1 (KNR_1)  C4_2 (C4 replicate #2): KO-D2-C-R2 (KNR_2)  S4_1 (S4 replicate #1): KO-D2-S-R1 (KTR_1)  S4_2 (S4 replicate #2): KO-D2-S-R2 (KTR_2) |

# Supplementary material for: Behavior Training Reverses Asymmetry in Hippocampal Transcriptome of the Cav3.2 Knockout Mice
**Source:** PLoS One. 2015 Mar 13;10(3):e0118832. doi: 10.1371/journal.pone.0118832
**Supplement:** S2 Table — Expression patterns of selected DEGs highlighted in light grey are consistent with microarray data.

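The S2 Table sets array folds beside quantitative RT-PCR folds, and its array columns for the left hippocampus can be set against the deposited intensities. Fos had a KNL vs WNL fold of 0.408 here and 0.41 in the table, and Bdnf of 0.275 and 0.28. Probes of a gene could differ in direction, as those of Atf2, a transcription factor that stress kinases activate, with 0.243 and 1.88 here and 0.24 and 1.88 in the table. In the S2 Table and Tables 3 and 5 together, 301 folds could be compared. Of these, 238 were within 1.5 times of each other and 230 on the same side of 1. For a gene with several probes, a fold of the S2 Table was matched to a probe by its KNL vs WNL fold. Agreement in that comparison is thus partly built in for such genes, Atf2 among them. For the first 26 lines of the S2 Table 27 of 30 KNL vs WNL folds were within 1.5 times. The medians were 0.438 here and 0.43 in the table. For the other lines 41 of 71 were within 1.5 times and 71 on the same side of 1, with medians of 2.03 here and 2.89 in the table. On these lines 26 of 69 KTL vs WTL folds were on the same side of 1, and 41 of 67 KTL vs WNL folds. Within 1.5 times were 50 of the 69 and 58 of the 67. These folds lay near 1, with medians of 0.922 here and 1.11 in the table for KTL vs WTL, and 1.11 and 1.05 for KTL vs WNL. For the first 26 lines 27 of 28 folds in each of these comparisons were within 1.5 times, and 27 on the same side. The quantitative RT-PCR values are not analysed here.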

**Table S2: Validation of selected DEGs by qRT-PCR. Expression patterns of selected DEGs highlighted in light grey are consistent with microarray data.**

# Supplementary material for: Behavior Training Reverses Asymmetry in Hippocampal Transcriptome of the Cav3.2 Knockout Mice
**Source:** PLoS One. 2015 Mar 13;10(3):e0118832. doi: 10.1371/journal.pone.0118832
**Supplement:** S3 Table

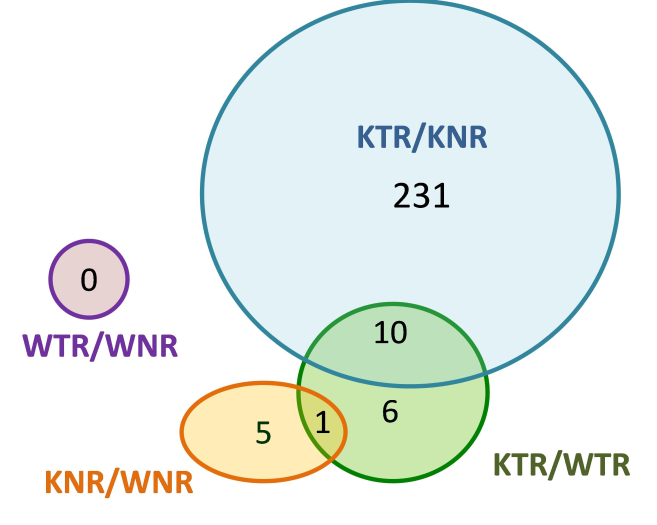

| **KEGG pathway** | **Count** | **Benjamini adjusted p-value** |  |
| --- | --- | --- | --- |
| **KTR vs KNR** |  |  |  |
| mmu03040:Spliceosome | 6 | 2.37E-02 |  |
| mmu05010:Alzheimer's disease | 6 | 9.26E-02 |  |
| mmu05016:Huntington's disease | 6 | 9.43E-02 |  |
| mmu00190:Oxidative phosphorylation | 5 | 9.29E-02 |  |
| **KNR vs WNR** |  |  |  |
| mmu04120:Ubiquitin mediated proteolysis | 1 |  |  |
| **KTR vs WTR** |  |  |  |
| mmu00190:Oxidative phosphorylation | 1 |  |  |
| mmu05010:Alzheimer's disease | 1 |  |  |
| mmu05012:Parkinson's disease | 1 |  |  |
| mmu05016:Huntington's disease | 1 |  |  |
| mmu04144:Endocytosis | 1 |  |  |
| mmu04080:Neuroactive ligand-receptor interaction | 1 |  |  |
|  |  |  |  |
| mmu04910:Insulin signaling pathway | 1 |  |  |

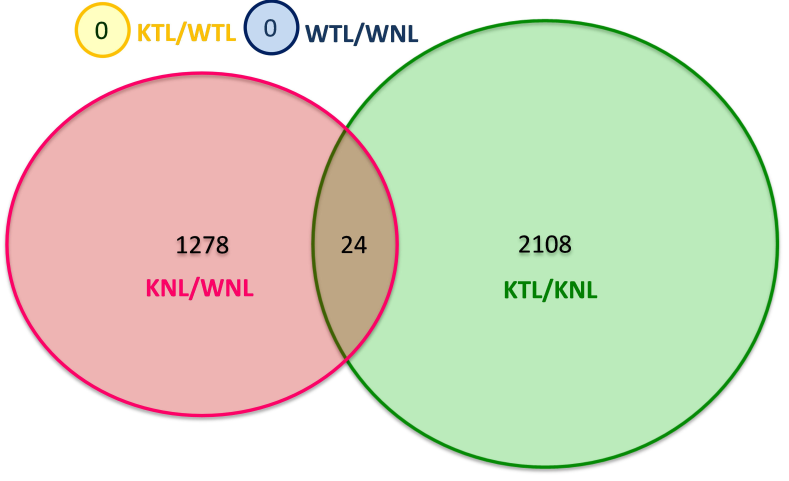

Down-regulated gene numbers

| **KEGG pathway** | **Count** | **Benjamini adjusted p-value** |
| --- | --- | --- |
| **KNL vs WNL** |  |  |
| mmu04010:MAPK signaling pathway | 28 | 1.34E-02 |
| mmu04310:Wnt signaling pathway | 19 | 7.99E-03 |
| mmu05217:Basal cell carcinoma | 13 | 1.71E-04 |
| mmu04670:Leukocyte transendothelial migration | 13 | 8.71E-02 |
| mmu04640:Hematopoietic cell lineage | 12 | 2.00E-02 |
| mmu05222:Small cell lung cancer | 11 | 4.92E-02 |
| mmu00830:Retinol metabolism | 10 | 3.16E-02 |
| mmu00982:Drug metabolism | 10 | 5.43E-02 |
| mmu00590:Arachidonic acid metabolism | 10 | 9.06E-02 |
| mmu04920:Adipocytokine signaling pathway | 9 | 6.90E-02 |
| mmu04340:Hedgehog signaling pathway | 8 | 6.01E-02 |
| mmu05216:Thyroid cancer | 6 | 3.76E-02 |
| mmu00531:Glycosaminoglycan degradation | 5 | 5.92E-02 |
| **KTL vs WTL** |  |  |
| mmu04010:MAPK signaling pathway | 41 | 4.25E-03 |
| mmu04120:Ubiquitin mediated proteolysis | 38 | 5.72E-09 |
| mmu04144:Endocytosis | 34 | 2.60E-03 |
| mmu05010:Alzheimer's disease | 27 | 3.56E-02 |
| mmu04310:Wnt signaling pathway | 26 | 5.83E-03 |
| mmu05016:Huntington's disease | 26 | 6.08E-02 |
| mmu03040:Spliceosome | 23 | 4.80E-03 |
| mmu04722:Neurotrophin signaling pathway | 21 | 3.08E-02 |
| mmu00190:Oxidative phosphorylation | 21 | 3.08E-02 |
| mmu04530:Tight junction | 21 | 4.37E-02 |
| mmu05012:Parkinson's disease | 20 | 6.57E-02 |
| mmu04114:Oocyte meiosis | 19 | 3.37E-02 |
| mmu05414:Dilated cardiomyopathy | 17 | 1.79E-02 |
| mmu04666:Fc gamma R-mediated phagocytosis | 17 | 3.09E-02 |
| mmu03050:Proteasome | 15 | 1.19E-04 |
| mmu05412:Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 14 | 3.18E-02 |
| mmu05220:Chronic myeloid leukemia | 14 | 3.50E-02 |
| mmu03018:RNA degradation | 13 | 1.34E-02 |
| mmu04720:Long-term potentiation | 13 | 4.12E-02 |
| mmu00020:Citrate cycle (TCA cycle) | 12 | 1.12E-04 |
| mmu00280:Valine, leucine and isoleucine degradation | 12 | 4.44E-03 |
| mmu04150:mTOR signaling pathway | 12 | 1.54E-02 |
| mmu05211:Renal cell carcinoma | 12 | 8.29E-02 |
| mmu00071:Fatty acid metabolism | 11 | 1.12E-02 |
| mmu04130:SNARE interactions in vesicular transport | 10 | 1.04E-02 |
| mmu03420:Nucleotide excision repair | 9 | 5.81E-02 |
| mmu00100:Steroid biosynthesis | 8 | 7.35E-04 |
| mmu00640:Propanoate metabolism | 8 | 2.47E-02 |

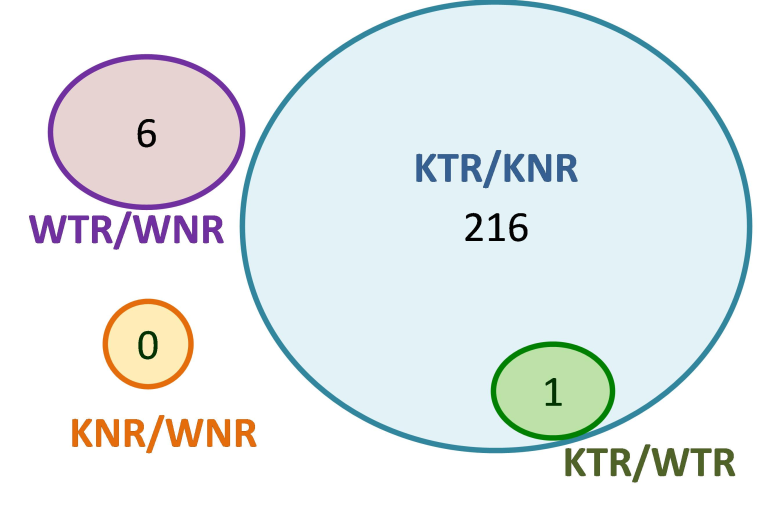

| **KEGG pathway** | **Count** | **Benjamini adjusted p-value** |
| --- | --- | --- |
| **KTR vs KNR** |  |  |
| mmu00830:Retinol metabolism | 5 | 3.66E-03 |
| mmu00980:Metabolism of xenobiotics by cytochrome P450 | 4 | 2.38E-02 |
| mmu00982:Drug metabolism | 4 | 3.31E-02 |
| mmu05217:Basal cell carcinoma | 3 | 9.41E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

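Left hippocampi of naive and trained wild-type and Cav3.2 knockout mice (WNL, WTL, KNL and KTL) were measured on 2 arrays each, and each RNA sample was pooled from 3 mice. The authors amplified and labeled the RNA, hybridized it to the Mouse Whole Genome OneArray, set low intensities to a floor and applied quantile normalization. The deposited table holds intensities on a linear scale. Its medians per array lay between 481 and 482 and its values still reached down to 7.23, so the floor of 100 was applied here, followed by quantile normalization and log2. Of 29922 probes 13334 were blank on all arrays and were left out, which leaves 16588. The sensitivity of an array is limited by background, since 6.64% to 6.86% of its probes lay at the floor.

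Comparisons were tested with limma 3.58.1 in R 4.3.3, with 1 coefficient per group over 8 arrays and the empirical Bayes estimate of spread (4 residual and 2.45 prior degrees of freedom). Adjusted p-values are those of Benjamini and Hochberg over all probes, and a call needs an adjusted p under 0.01 and a change over 2-fold. SAM was written out for 2 groups with all 6 splits of 4 arrays. A mean is the geometric mean of the arrays of a group, and a standard error is that of limma.

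Gene lists were tested with camera at a correlation of 0.01, adjusted over 34 lists in each comparison, with the list counted as passing at an adjusted p under 0.05, and again with an estimated correlation. They cover the pathways the paper names, genes of brain cell types and regions, genes of other tissues, and genes that respond to activity, stress and glucocorticoids. A list of sex-linked genes had too few measured members and was not tested. Genes of like intensity were drawn 10000 times for comparison with a list.

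Genes are named by a rule: Cacna1h, the genes the paper names for the left hippocampus, in Tables 3 and 5 and the first 26 lines of the S2 Table, whose values in the tables had been seen; the 10 called genes with the largest rise and the 10 with the largest fall; and 3 members of each list. Others are marked where they occur. For the neighborhood of Cacna1h, the 200 genes on each side were compared with all others by two-sided Fisher's exact test. This test was chosen after genes of the paper's tables had been seen to lie near Cacna1h. The recovery of known changes was tested on simulated data, with changes placed only in probes brighter than the median intensity of an array. Noise was independent between probes and no array was displaced as a whole, so recovery among dim probes was not tested. In this simulation limma found 73.2% of changes of 2.5-fold and 95.2% of changes of 4-fold in KNL vs WNL. SAM found 26.4% and 68.4% of the same changes. Alternatives, 153 of them planned and 7 added after seeing the data, changed the floor, normalization, filter, test, thresholds, correlation and arrays. The replicate numbers do not pair samples. The right hippocampi and the quantitative RT-PCR values are not analysed here.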

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

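Of the tests in this part, those of the neuron markers, of signal on genes of other tissues, of the difference between the WTL arrays, of the direction of genes near Cacna1h, of the odds ratio there without single arrays and of the choroid plexus list without Kcne2 were chosen only after the result was seen. The test of the odds ratio near Cacna1h was planned before the deposited values were examined. By then several genes of the paper's tables had been seen to lie near Cacna1h, so its p-value is not independent of the paper's results.

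A difference between groups drew attention to the interaction of genotype and training, in which 3610 probes were called. It rests on the KNL arrays, which stand apart from the others, and fell to 241 without KTL replicate 2 and to 682 without KNL replicate 2. An average trend of change with level does not account for the whole of it. After cyclic loess removed that trend, 3425 probes were called in KNL vs WNL and 3921 for the interaction. Cyclic loess cannot remove compressed signal or raised background that differs between probes, so such signal stays open. The Spearman's rho of the change with level, -0.215, lies between the bounds set for and against such signal. The receptor and keratin lists moved up as such signal predicts. Whether nonspecific signal raised the genes of other tissues stays open, since the median of 0.860 of the olfactory receptors was seen before the test was chosen and is itself part of the pattern. Whether a difference between arrays that also arises within a condition adds to it stays open. The difference between the WTL arrays correlated with the KNL vs WNL change at r = 0.363, and that between the KTL arrays at -0.308, where the size counts and the sign follows the order of the replicates. Whether the KNL pool held other tissue stays open. The highest median of 11 lists of other cell types and regions was 0.286, that of endothelial and mural markers. It was under the 0.5 set for such tissue and over the 0.2 set against it. Of the 24 genes of that list, 2 were called higher and 6 lower, and the mean change was -0.07. Random lists of like intensity had a median of 0.14. Neuron markers, which a 2-fold dilution would lower by about 1, had a median of -0.0623, with quartiles over genes of -0.754 and 0.452. The predicted fall lay below the lower quartile, and 21 of the 45 markers were higher in KNL. Of the called ones, 10 were lower and 0 higher. These values argue against a 2-fold dilution of the neuron markers as a set, while a smaller share of other tissue stays open.

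A signal in a gene group that the paper does not discuss is the fall of choroid plexus markers, with a median change of -0.678 in KTL vs WTL. Choroid plexus carried along with the dissected hippocampus in unequal amounts fits it. A change confined to the chromosome segment of Kcne2 and Mrps6 would leave the other markers unmoved, but the median was -0.654 without Kcne2. For Kcne2 itself such a change stays open, since the neighboring Mrps6, which is not on the list, was also lower. Expression in choroid plexus that changed with genotype and training stays open.

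Another such signal lies near Cacna1h, where 6 of 194 genes (3.09%) and elsewhere 122 of 10952 (1.11%) changed over 2-fold in KTL vs WTL, an odds ratio of 2.83 (two-sided Fisher's exact p = 0.0243). Among them are Clcn7, a chloride transporter of lysosomes, at -1.36, and Srrm2, a splicing factor, at 1.43 on its brightest probe, while its dimmer probes went the other way (184 in WTL and 159 in KTL, and 201 and 143). DNA of the strain in which the allele was made, still present around the gene, is consistent with the odds ratio, which was 2.68 for 400 genes on each side (Fisher's exact p = 0.00958). Of the 6 genes 83.3% went the same way in the naive mice, against 23.0% of genes elsewhere (Fisher's exact p = 0.00436), and whether this is a difference that training does not move stays open. The odds ratio was 1.68 without WTL replicate 1, 1.35 without WTL replicate 2 and 1.88 without KTL replicate 1, with Fisher's exact p = 0.126, 0.546 and 0.111. The genes near Cacna1h that changed were then 9, 4 and 7, and those elsewhere 308, 168 and 214. It was 7.60 in KTL vs WNL (Fisher's exact p = 0.000854) but 0.619 in KNL vs WNL (p = 0.0137 by the same exact test), where 3383 probes were called. An effect of the loss of Cav3.2 on neighboring genes stays open.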

How the results depend on the processing

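No test in this part was chosen after the result was seen except where marked as added. The KNL vs WNL, KTL vs KNL and interaction counts kept their size within 1.5 times under other normalizations, filters, limma-trend and array weights. With no floor 8 probes were called in KTL vs WTL and 11 in KTL vs WNL, and with a floor of 50 these were 10 and 12. A floor of 200 gave 1819 in KNL vs WNL, 2 in KTL vs WNL, 1606 in KTL vs KNL and 1343 for the interaction. SAM gave 15, 37 and 7 in KTL vs WTL, KTL vs WNL and WTL vs WNL, and limma-trend gave 2 and 3 in KTL vs WTL and KTL vs WNL. Tested against a 2-fold change, counts were 459 in KNL vs WNL, 1 in KTL vs WTL, 1 in KTL vs WNL, 251 in KTL vs KNL and 153 for the interaction. With over 2-fold and no test they were 199, 70 and 145 in KTL vs WTL, KTL vs WNL and WTL vs WNL and 6078 for the interaction, and at an adjusted p under 0.05 they were 40, 18, 1 and 5510. With only the compared groups, KNL vs WNL had 2187 and KTL vs WTL and KTL vs WNL had 0 each. With a block for the replicate number, which correlated between groups at -0.249 to 0.432 and so does not pair samples, 1 was called in KTL vs WTL and 1 in KTL vs WNL.

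Leaving out each array in turn, with the lone array of a group assumed to vary like the other groups, gave 1402 to 3424 in KNL vs WNL, 0 to 12 in KTL vs WTL, 0 to 3 in KTL vs WNL, 0 to 10 in WTL vs WNL, 931 to 3378 for KTL vs KNL and 241 to 3515 for the interaction. PC1 held 64.3% to 80.9% (added after seeing the data), 60.5% with unit variance and 87.1% on group means. With an estimated correlation the TCA cycle, oxidative phosphorylation and proteasome lists had an adjusted p of 0.448 each, and 0 lists passed in KNL vs WNL. Oxidative phosphorylation had an adjusted p of 0.0742 with the mean of all probes of a gene, 0.118 with cyclic loess (added) and 0.0291 to 0.0793 without single arrays. The odds ratio near Cacna1h was 2.95 for 100 genes on each side (Fisher's exact p = 0.0531) and 1.35 to 3.98 without single arrays (added). Of 342 results for named genes, at most 108 lost their call without 1 array, 74 at a floor of 200 and 31 with the block, and none reversed. The causes were not tested. The 342 include results that had no call to lose, such as the 27 of WTL vs WNL, where 0 probes were called.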

Differences from the paper's values

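No test in this part was chosen after the result was seen. In KTL vs WNL the paper has 0 up-regulated genes and 1 was called here, a probe without a gene symbol. It was 0 with a floor of 200, with only probes above the floor on all arrays, with limma-trend, against a 2-fold change, with only the compared groups, with the block, and without any single array except WNL replicate 2. It was 2 without that array, with no floor, with a floor of 50 and at an adjusted p under 0.05, 3 with SAM and 12 by fold alone. In WTL vs WNL the paper has 3 down-regulated genes, 3 in total, and 0 were called here. No alternative set before the data were examined gave a down count within 1.5 times, and the total was 2, both higher, without WNL replicate 2. SAM calls all 3 of the paper's genes, Ss18, Mark3 and Cyb561d1, among 7 probes. Among genes of Table 5, Mrps6 and Kcne2 were called in KTL vs WTL, while the dimmer probe of Lemd2 was called by SAM and at an adjusted p under 0.05, and the named probe of Ptprg was not called. The paper gives replicate correlations of at least 0.99 for its raw datasets. The lowest here was 0.979, or 0.983 on untransformed intensities, both from normalized values, so the inputs are unlike.

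In the S2 Table 58 array folds differ from the deposited values by more than 1.5 times and by more than the spread of the ratios between arrays. Where 1 group lay at the floor, the fold here is a bound, and a table value that the bound allows is not counted among the 58. For a gene with several probes, the fold here is that of the probe matched by its KNL vs WNL fold. For Mapk8 that is the dimmer probe, and its brightest probe did not rise in KTL vs WTL. Under no floor, no further normalization or ratios of untransformed means all 58 still differ. Under no floor 63 do, 1 of them from Tables 3 and 5. The pairs of Ptprg set the table against its only named probe, whose KTL vs WTL fold of 1.77 is close to the 1.91 that Table 5 also gives for the gene. The values 0.27, 0.37 and 0.28 lie near those of another probe: a deposited one without a gene symbol, mMC015250, had folds of 0.278 in KTL vs WTL and 0.369 in KTL vs WNL, and a log2 change of -1.86 in KNL vs WNL. For KNL vs WNL the paper and the deposited values give Ptprg 0.27 and 0.718, Pde6h 2.24 and 3.72, Emilin3 2.2 and 3.39, Vamp1 4.52 and 2.30, Thoc5 3.35 and 2.14 and for Cd247 4.85 and 2.13. The pairs also include 6530402F18Rik 3.85 and 2.32, Ccdc109a 5.26 and 2.11, Mapk8 3.31 and 2.04, Arhgef16 3.87 and 2.18, Pdlim3 4.32 and 2.02 and for Gpr108 3.28 and 2.03. Next come Olfr912 4.35 and 2.20, Nt5c3 3.58 and 2.00, Npc1l1 4.21 and 1.98, Rnf182 4.21 and 1.95, Tsga10ip 2.87 and 1.91 and for Vwa2 4.23 and 1.92. To these add Nr1d2 3.62 and 1.87, Ensa 2.98 and 1.91, Nubp2 2.89 and 1.83, Rassf1 4.56 and 1.81, Snrpa 3.57 and 1.82 and for Galnt1 3.28 and 1.81. Further pairs are those of Top3b 3.58 and 1.78, Pold4 3.58 and 1.75, Pmf1 2.69 and 1.51 and for Aqp6 3.41 and 2.13. For KTL vs WNL the paper and the deposited values give Ptprg 0.37 and 1.04, Hcls1 1.95 and 1.02, Mapk8 0.54 and 1.86, Arhgef16 0.92 and 1.71, Olfr912 1.99 and 1.13 and for Rnf182 0.85 and 1.53. The pairs also include Unc5a 1.52 and 0.967, Nr1d2 0.82 and 1.40, Asphd1 0.87 and 1.31 and for Spred2 1.11 and 0.652. For KTL vs WTL the paper and the deposited values give Ptprg 0.28 and 1.77, Larp5 1.21 and 0.670, Mapk8 1.25 and 2.15, P2rx1 1.25 and 0.701, Gpr108 1.35 and 0.697 and for Klf17 1.08 and 0.604. The pairs also include Olfr912 2.01 and 1.21, Letm2 1.54 and 0.941, Npc1l1 1.54 and 0.682, Top3a 1.45 and 0.751, Unc5a 1.28 and 0.795 and for Tsga10ip 1.78 and 0.875. Next come Slc24a6 1.41 and 0.920, Asphd1 0.88 and 1.33, Olfr458 2.21 and 0.911, Spred2 0.89 and 0.549, Acot5 1.25 and 0.804 and for Nubp2 2.21 and 1.07. To these add Gapdhs 1.87 and 0.682 and for Aqp6 1.54 and 0.938.

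The paper counts more up- than down-regulated genes in the MAPK pathway in KNL vs WNL, and here 12 rose and 29 fell. It lists long-term potentiation among pathways with up-regulated genes, and here 2 rose and 6 fell. It also places the TCA cycle and neurotrophin signaling among pathways of up-regulated genes, and here 0 of 24 and 3 of 87 rose while 11 and 15 fell. The S3 Table lists hematopoietic lineage and drug metabolism under down-regulated genes, where here 7 of 30 and 6 of 17 rose. Read as WNL against KNL these directions match. The paper's total of up- and down-regulated genes in KNL vs WNL lies on the same side as here (1149 up, 2234 down). Its S3 Table also has sections of many genes for KTL vs WTL, a comparison in which 4 probes were called here.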

Other observations

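The test of probe pairs in this part was chosen only after the result was seen.

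Among genes of brain regions and supporting tissues, KNL and WNL differed without a common direction. Ttr, the thyroxine carrier made by choroid plexus, fell from 49439 to 11775, and 3 of 24 choroid plexus markers fell while none rose, with a median of -0.31 and a list p of 0.226. Of 24 meninges markers 2 rose and 3 fell (adjusted p = 0.959 from limma), of 16 thalamus genes 2 rose and 3 fell (0.518), of 24 cortex genes 1 rose and 3 fell (0.256), and of 4 erythrocyte genes 1 rose, though not when adjusted over the list alone (0.643). Of 17 striatum genes limma called 0, while SAM called 3 higher and 11 had an unadjusted p under 0.05. Of 18 subunits of voltage-gated calcium channels 3 rose and 4 fell, with Cacng4, an auxiliary subunit, up by 1.14 and Cacnb4, a beta subunit, down by 1.75, and a list p of 0.975.

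The probes of a gene often moved apart in KNL vs WNL. Over 1751 genes with several probes the changes of the brightest pair correlated at r = 0.209, while their levels correlated at 0.652, and the change of the same probe between pairs of arrays at 0.868 to 0.908. Where both changed over 2-fold, 105 pairs went the same way and 20 opposite ways. Whether changes follow the probe or the transcript stays open.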
